# Targeting KDM4C enhances CD8^+^ T cell mediated antitumor immunity by activating chemokine CXCL10 transcription in lung cancer

**DOI:** 10.1136/jitc-2021-003716

**Published:** 2022-02-04

**Authors:** Xiaohua Jie, Yunshang Chen, Ye Zhao, Xijie Yang, Yingzhuo Xu, Jian Wang, Rui Meng, Sheng Zhang, Xiaorong Dong, Tao Zhang, Kunyu Yang, Shuangbing Xu, Gang Wu

**Keywords:** radioimmunotherapy, lung neoplasms, tumor microenvironment

## Abstract

**Background:**

Although immune checkpoint blockade (ICB) has been proven to achieve a persistent therapeutic response in various tumor types, only 20%–40% of patients benefit from this treatment. Radiotherapy (RT) can enhance tumor immunogenicity and improve the ICB response, but the outcome achieved by combining these two modalities remains clinically unsatisfactory. We previously uncovered that lysine-specific demethylase 4C (KDM4C) is a regulator of radiosensitivity in lung cancer. However, the role of KDM4C in antitumor immunity has not yet been investigated.

**Methods:**

Infiltrating immune cells in our mouse tumor model were screened by flow cytometry. An in vivo subcutaneous transplanted tumor model and in vitro conditioned culture model were constructed to detect the quantitative and functional changes in CD8^+^ T cells. RNA sequencing and chromatin immunoprecipitation-PCR assays were used to explore the downstream regulatory mechanism of KDM4C in antitumor immunity. A C57BL/6 mouse tumor model was developed to evaluate the efficacy and safety of a triple therapy (the KDM4C-specific inhibitor SD70 plus RT and an anti-PD-L1 antibody) in lung cancer in vivo.

**Results:**

Genetical or pharmacological inhibition of KDM4C specifically increased CD8^+^ T cell infiltration; promoted the proliferation, migration and activation of CD8^+^ T cells; and alleviated CD8^+^ T cell exhaustion in mouse tumor tissues. Mechanistically, KDM4C inhibition increased the binding of H3K36me3 to the CXCL10 promoter region, thus inducing CXCL10 transcription and enhancing the CD8^+^ T cell mediated antitumor immune response. More importantly, among the tested regimens, the triple therapy achieved the best therapeutic efficacy with tolerable toxicity in lung cancer.

**Conclusions:**

Our data reveal a crucial role for KDM4C in antitumor immunity in lung cancer and indicate that targeting KDM4C in combination with radioimmunotherapy might be a promising synergistic strategy in lung cancer.

## Introduction

The use of immune checkpoint inhibitors has become a powerful treatment strategy in many types of cancer. Immunotherapy is based on activating the immune system against tumor cells and is characterized by its fine specificity and ability to induce immune memory, which can achieve rapid and lasting tumor clearance.^1^ Despite the achievement of remarkable clinical success in several human tumors, the overall sensitivity of patients to immune checkpoint blockade (ICB) is relatively low.^1 2^ The average response rate of ICBs as a monotherapy in patients with different tumor types is less than 30%.^3 4^ Therefore, improving the antitumor efficacy of ICB has become one of the main challenges in clinical application.

There is a growing body of evidence showing that the efficacy of ICB is dependent on a strong antitumor immune response, which is usually impaired in most tumors.^3 5^ According to the immune cell type, tumors can be roughly divided into ‘hot’ (T cell inflammation) or ‘cold’ (T cells absent) tumors. Immunologically ‘hot’ tumors are characterized by the presence of a large number of infiltrating CD8^+^ cytotoxic T cells (CTLs) and antigen-presenting cells (such as dendritic cells (DCs)), and rapid and sustained tumor clearance can often be achieved when tumors with this type of profile are treated with ICBs. In contrast, immunologically ‘cold’ tumors are characterized by a lack of preexisting tumor-infiltrating lymphocytes (TILs), and these tumors can be further subdivided into ‘immune-excluded’ tumors, in which T cells are attracted to the tumor but fail to infiltrate, and ‘immune-desert’ tumors, in which T cell tumor infiltration is absent. Although ICBs aim to boost the body’s immune responses against tumors, immunotherapy in patients without preexisting TILs is rarely effective.^6–8^ Numerous studies have shown that CD8^+^ T cells are the primary mediators of antitumor immunity. Thus, enhancing their infiltration into tumors has always been at the center of immunotherapeutic strategies.^9 10^ Additionally, radiotherapy (RT) has been proven to enhance antitumor immunity by releasing tumor-associated antigens and promoting TIL infiltration into tumors.^11 12^ However, the synergistic effects achieved with RT combined with immunotherapy are still clinically unsatisfactory.

Epigenetics is defined as the dynamic modification of the genome without changing the DNA sequence. Abnormal epigenetic changes usually lead to aberrant gene expression and tumor promotion.^13 14^ At present, epigenetic therapy has been shown to modulate various components of the tumor microenvironment (TME), including increasing tumor-associated antigen expression, enhancing antigen processing and presentation, inducing CD8^+^ T cell infiltration and activation, preventing or reversing T cell exhaustion, and enhancing the abundance of infiltrating effector T cells and/or memory T cells.^15 16^ Therefore, the combination of epigenetic therapy and immunotherapy is considered a promising treatment strategy for cancer.^15 16^ Histone lysine-specific demethylase 4C (KDM4C) can specifically catalyze the demethylation of the substrate molecules H3K9me3 and H3K36me3, which subsequently control the expression of downstream target genes and participate in tumorigenesis.^17–19^ Our previous study found that KDM4C-induced TGF-β2 transcriptional activation mediated by downregulating the enrichment of H3K9me3 at its promoter region enhances Smad/ATM/Chk2 signaling, which leads to radioresistance in lung cancer.^20^ However, the effect and regulatory mechanism of KDM4C in antitumor immunity remain largely unknown.

In this study, we found that KDM4C inhibition enhanced the transcriptional activity of CXCL10 by increasing the concentration of H3K36me3 at its promoter region in lung cancer. This, in turn, stimulated the proliferation, migration, and activation of CD8^+^ T cells and delayed exhaustion in these cells, ultimately promoting antitumor immunity. More importantly, among the tested regimens, a triple therapy (the KDM4C-specific inhibitor SD70 plus RT and an anti-PD-L1 antibody) produced the best antitumor effect against lung cancer in vivo. Our findings provide solid preclinical evidence for the clinical translation of this new treatment strategy.

## Materials and methods

### Cell lines

Human and mouse lung cancer cell lines (A549, H1299, H460 and Lewis) were purchased from American Type Culture Collection and routinely tested to confirm that they were free of mycoplasma and other pathogens. RPMI-1640 or DMEM supplemented with 10% fetal bovine serum and 100 IU/mL penicillin-streptomycin solution was used for limited-generation culture in a humidified incubator containing 5% CO_2_ at 37℃. Lewis cell lines with stable KDM4C knockdown were constructed by using a method described previously.^20 21^ SiRNA transfection was carried out using transfection reagent (Lipofectamine RNAiMAX, Invitrogen) for 48 hours. The shRNA and siRNA sequences used were as follows:

Control shRNA: 5′-TTCTCCGAACGTGTCACGT-3′.

KDM4C shRNA-1: 5′-GCACAAGATGACCCTCATT-3′.

KDM4C shRNA-2: 5′-CCAAGAGCTTACAGGGCAA-3′.

Scramble siRNA: 5′-UUCUCCGAACGUGUCACGU-3′.

SiKDM4C #1: 5′-AGAUAGCAGCAAUGAAGAA-3′.

SiKDM4C #2: 5′-GGCGCCAAGUGAUGAAGAA-3′.^20^

### Antibodies and reagents

For flow cytometry, Zombie NIR (423105), PE/Cy7-conjugated antimouse CD45 (103113), FITC-conjugated antimouse CD3 (100203), PE-conjugated antimouse CD4 (100407), Brilliant Violet 510-conjugated antimouse CD8a (100751), Brilliant Violet 421-conjugated antimouse CD25 (102033), FITC-conjugated antimouse CD11b (101205), FITC-conjugated antimouse CD11c (117305), PE/Cy7-conjugated antimouse F4/80 (123113), PE-conjugated antimouse CD80 (104707), APC-conjugated antimouse CD86 (105011), PE-conjugated antimouse CD206 (141706), PerCP/Cyanine5.5-conjugated antimouse CD19 (115534), APC-conjugated antimouse FOXP3 (17-5773-82, eBioscience), APC-conjugated antimouse Ki-67 (652405), and Brilliant Violet 421-conjugated antimouse IFN-γ (505829), Brilliant Violet 421-conjugated antimouse granzyme B (GZMB) (recombinant antibody, 396414), APC-conjugated antimouse Perforin (154304), PE-conjugated antimouse CD107a (328608), and APC-conjugated antimouse CD39 (143810) were used. All the previously mentioned antibodies were purchased from BioLegend unless otherwise stated and used according to the antibody instructions. For western blotting, rabbit anti-KDM4C (1:800, A300-885A, Bethyl Laboratories), mouse anti-CXCL10 (1 µg/mL, AF-466-NA, R&D Systems), rabbit anti-H3K9me3 (1:800, Ab8898, Abcam), rabbit anti-H3K36me3 (1:800, Ab9050, Abcam), rabbit anti-H3 (1:1000, Ab1791, Abcam), rabbit anti-STING (1:1000, 19 851–1-AP, Proteintech), rabbit anti-MAVS (1:1000, 66 911–1-Ig, Proteintech), rabbit anti-IRF3 (1:1000, 11 312–1-AP, Proteintech), rabbit anti-TLR3 (1:1000, A11778, ABclonal), and mouse anti-GAPDH (1:3000, AC033, ABclonal) antibodies were used. For chromatin immunoprecipitation (ChIP) assays, rabbit anti-H3K36me3 (5 µg, Ab9050, Abcam) was used. For immunohistochemistry, anti-CD8 (10 µg/mL, NBP1-49045SS, NOVUS) was used. The following additional reagents were purchased: SD70 (Xcess Biosciences, M60194Mub), CSFE (21888, Sigma-Aldrich), CD8 (TIL) MicroBeads (130-116-478, Miltenyi), CD3/CD28 Dynabeads (11 452D, Invitrogen), IL2 (HY-P7077, MCE), an anti-PD-L1 monoclonal antibody (10F.9G2, BioXCell), an anti-CD8 neutralizing antibody (clone 2.43; BioXCell) and an anti-CXCL10 neutralizing antibody (MAB266, R&D Systems).

### Tumor models and in vivo treatments

Our subcutaneously transplanted tumor mouse model has been described in detail previously.^20 22^ Female C57BL/6 mice were randomly divided into the indicated groups and subcutaneously injected with 1×10^6^ Lewis cells (control cells or stable KDM4C-knockdown Lewis cells). Tumor volume was measured every 3 days, and the formula used was volume (V)=length (L)×width (W)^2^/2. For SD70 therapy, SD70 drug preparation and the experimental dose have been described in previous studies.^20 23^ A dose division mode of 8 Gy ×3 was used for RT. For PD-L1 blockade, an anti-PD-L1 monoclonal antibody was injected intraperitoneally every 4 days at a dose of 10 mg/kg. For depletion experiments, 200 µg anti-CD8 neutralizing antibody was injected i.p. every 4 days. Anti-CXCL10 neutralizing antibody was used according to a corresponding schedule and dose as indicated.

### Flow cytometry

Tumor tissues were cut into pieces and made into single cell suspension. The reagents used for staining were as follows: Zombie NIR was used to label dead cells; anti-CD45, anti-CD3, anti-CD4, and anti-CD8 antibodies were used to label T cells; anti-CD45, anti-CD4, anti-CD25 and anti-FOXP3 antibodies were used to label regulatory T (Treg) cells; anti-CD11b, anti-F4/80, anti-CD86, and anti-CD206 antibodies were used to label macrophages; anti-CD11c, anti-CD86, and anti-CD80 antibodies were used to label DCs; anti-CD45 and anti-CD19 antibodies were used to label B cells; and markers of CD8^+^ T cells (Ki67, IFN-γ, GZMB, Perforin, CD107a, PD-1, and CD39) were also stained. Staining for surface markers was performed in the dark at 4℃ for 30 min. Intracellular markers (FOXP3, CD206, Ki67, IFN-γ, GZMB, and Perforin) were identified by fixation, permeabilization, and staining according to the antibody instructions. All samples were detected on a CytoFLEX flow cytometer (Beckman Kurt Trading Co, Ltd, USA), and flow cytometry data were analyzed.

### Construction of an in vitro conditioned culture model

The supernatant of Lewis cells with stable KDM4C knockdown or treated with SD70 (1.5 µM) for 24 hours was filtered using 0.22 µm aseptic filters. Preparation of single cell suspension from spleen of C57BL/6 mice. Each 100 µL cell suspension was incubated with 10 µL Miltenyi CD8 (TIL) MicroBeads in the dark at 4℃ for 15 min, MACS Buffer (130-091-222, Miltenyi Biotec) was added twice for washing, and the cells were resuspended in 1 mL buffer. Naive CD8^+^ T cells were separated with a MiniMACS Separator and cultured with a prepared cell supernatant. CD3/CD28 Dynabeads (2 µL/well) and IL2 (20 ng/mL) were added for stimulation, and a functional experiment was carried out 3 days later.

### CD8^+^ T cell proliferation assays

The proliferative ability of CD8^+^ T cells was evaluated by detecting the expression of Ki67 on the surface of CD8^+^ T cells and by CFSE staining. An antimouse Ki-67 antibody was added to a CD8^+^ T cell suspension and incubated in the dark for 30 min. After washing, the expression of Ki67 was detected by flow cytometry. For the CFSE staining experiment, naive CD8^+^ T cells were incubated with CFSE dye at 4℃ for 8 min. After washing, the CD8^+^ T cells were resuspended in conditioned medium and seeded in a 96-well plate (100 µL/well contained 2500 CD8^+^ T cells), and CD3/CD28 Dynabeads (2 µl/well) and IL2 (20 ng/mL) were added to each well. After 3 days, the cells were collected, and the proportion of CFSE-positive cells was detected by flow cytometry.

### CD8^+^ T cell mediated cytotoxicity assay

Activated CD8^+^ T cells obtained from the in vitro conditioned culture model and Lewis cells were seeded in 96-well plates or 24-well plates at the indicated ratio and cocultured with conditioned medium for 24 hours. Then, the T cells were thoroughly washed and removed using phosphate-buffered saline, and the surviving tumor cells were fixed and stained with crystal violet. Surviving tumor cells were also stained with CCK-8, and the killing rate was calculated according to the following formula: specific lysis = (% lysis − % nonspecific lysis)/(% maximum lysis − % nonspecific lysis). Cocultured tumor cells were stained for apoptosis markers, and the proportion of apoptotic cells was detected by flow cytometry.

### In vivo and in vitro T cell migration assays

An in vitro migration experiment was carried out in a Transwell system, which included a polycarbonate membrane with a 5 mm pore size. Activated CD8^+^ T cells were washed twice, resuspended in serum-free medium and then added to the top of the chamber, and conditioned medium was added to the bottom of the chamber. After 24 hours of culture, the cells at the bottom of the chamber were collected and fixed with 4% paraformaldehyde. The number of CD8^+^ T cells passing through the membrane was quantified by running on CytoFLEX flow cytometer for 30 s. For the in vivo T cell migration experiment, pretreated activated CD8^+^ T cells (1×10^6^) were injected into the tail vein of tumor-bearing mice. Forty-eight hours later, the infiltration of CD8^+^ T cells in the tumor tissue was detected by immunohistochemical staining.

### Biochemical evaluation of the peripheral blood

After anesthesia administration, the peripheral blood of mice was obtained by retro-orbital puncture, collected and thoroughly shaken immediately in a heparin anticoagulant tube. The supernatant was absorbed after centrifugation (5000 rpm/5 min). An MNCHIP automatic biochemical analyzer (Pointcare M4) was used to detect common biochemical indexes in the peripheral blood of mice.

### RNA-seq

Lewis cells were treated with DMSO or SD70 for 24 hours. All the samples were sequenced by BGI-Shenzhen (China). The cDNA library was constructed using the BGISEQ-500 platform. After the clean reads were obtained, they were compared with a reference genome sequence (reference genome: GCF_000001635.26_GRCm38.p6) by HISAT, and the differentially expressed genes were obtained for follow-up analysis. The RNA-seq data in this study were deposited in the Gene Expression Omnibus database under the accession number GSE178177 (https://www.ncbi.nlm.nih.gov/geo).

### Real-time quantitative PCR (qRT-PCR)

qRT-PCR was performed on a StepOnePlus real-time PCR system (Thermo Fisher Scientific) using Genious 2×SYBR Green Fast qPCR Mix (RK21204, ABclonal). The experiment was repeated three times independently, with GAPDH as the control gene. The sequences of the primers used are listed in online supplemental table S1.

10.1136/jitc-2021-003716.supp1 Supplementary data

### Western blotting

This method has been described in detail in our previous studies.^20 21^ Briefly, cells were added to NETN buffer to prepare cell lysates, incubated at 4℃ for 20 min and centrifuged at 12 000 rpm for 10 min to obtain cellular proteins. Then, SDS-PAGE and western blotting were performed.

### ELISA

The level of CXCL10 secreted into the supernatant was measured using the Mouse CXCL10 ELISA Kit (DY466-05, R&D Systems) and Human CXCL10 ELISA Kit (JL28903, Jianglai Biological) according to the manufacturer’s instructions.

### ChIP-PCR

The ChIP assay component was performed as previously described.^20^ Briefly, we used an EZ-Chip Chromatin immunoprecipitation kit (Millipore) according to the manufacturer’s instructions. RT-PCR was used to detect changes in H3K36me3 accumulation at the promoter region of CXCL10. The sequences of the primers used are listed in online supplemental table S2.

### Immunohistochemistry and H&E staining

We performed immunohistochemistry assays as described previously.^20^ Briefly, we randomly selected three different visual fields in each sample and used ImageJ software to count CD8^+^ T cells. For H&E staining, mouse tissues were fixed with 4% paraformaldehyde, embedded in paraffin, fully dewaxed, hydrated, and stained with H&E. A visual field was randomly selected under a light microscope to observe the pathomorphological changes in each mouse tissue sample.

### Statistical analysis

All experiments were repeated at least three times independently. All quantitative data are presented as the mean±SD unless otherwise stated. A survival curve was drawn according to the Kaplan-Meier method. Differences between groups were compared by an unpaired two-tailed t-test. P<0.05 was consider to indicate a significant difference (*p<0.05, **p<0.01, ***p<0.001).

## Results

### Genetical or pharmacological inhibition of KDM4C enhances the infiltration and migration of CD8^+^ T cells

To investigate the effects of KDM4C inhibition on antitumor immunity, we used shRNA technology to stably knockdown the expression of KDM4C or used the specific KDM4C inhibitor SD70 in in vivo experiments. We found that the genetical or pharmacological inhibition of KDM4C significantly reduced the growth of Lewis cells in vitro and subcutaneously transplanted lung cancer tumors in C57BL/6 mice (figure 1A–D and online supplemental figure S1). Flow cytometry analysis of the tumor immune landscape in transplanted tumors revealed that KDM4C inhibition could significantly increase the proportion of CD8^+^ T cells (figure 1E, F and online supplemental figure S2). Interestingly, other immune cells, such as Treg cells, B cells, DCs, and macrophages, showed no significant differences (online supplemental figure S3). Similarly, immunohistochemical analysis showed that the infiltration of CD8^+^ T cells in the KDM4C inhibition group was significantly increased compared with that in the control group (figure 1G, H).

10.1136/jitc-2021-003716.supp2 Supplementary data

10.1136/jitc-2021-003716.supp3 Supplementary data

10.1136/jitc-2021-003716.supp4 Supplementary data

**Figure 1:**
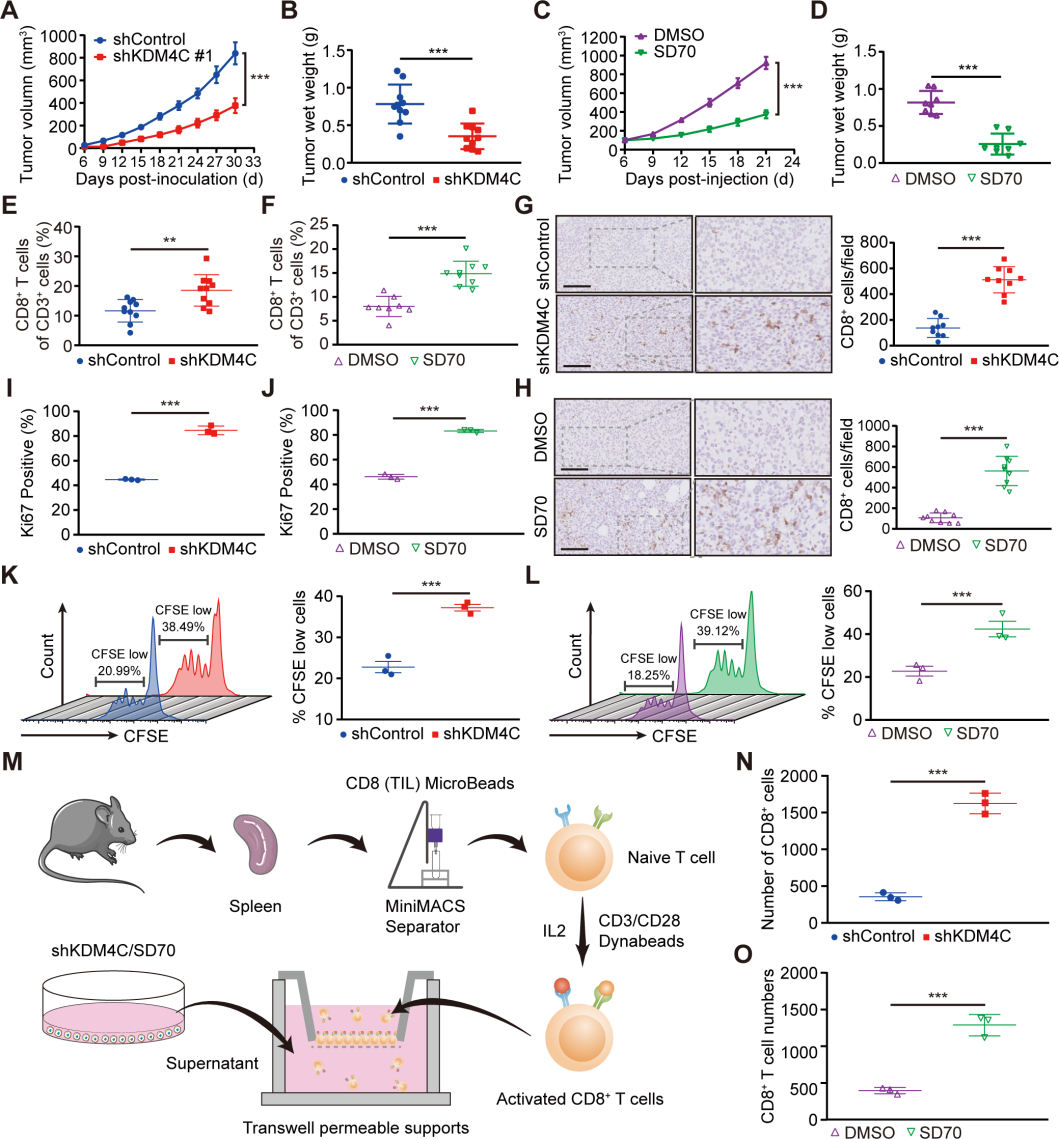
KDM4C inhibition enhances CD8^+^ T cell infiltration and migration. (A) C57BL/6 mice were injected subcutaneously with 1×10^6^ stable Lewis cells (sh-control or sh-KDM4C). The volumes of the subcutaneously transplanted tumors were measured every 3 days, and the growth curves were drawn (mean±SEM; n=10; ***p<0.001). (B) All subcutaneously transplanted tumor weights were measured (n=10/group, ***p<0.001). (C) Mice bearing Lewis tumors were treated with SD70 (10 mg/kg) when the tumor volume reached a calculated average of 100 mm^3^. After administration for five consecutive days, SD70 was administered once every 3 days (mean±SEM; n=8; ***p<0.001). (D) All subcutaneously transplanted tumor weights of each group (n=8/group, ***p<0.001). (E, F) The percentages of CD8^+^ T cells in CD3^+^ cells in tumor tissues after the indicated treatment. The mean±SD is shown. **P<0.01, ***p<0.001. (G, H) Left panel: representative immunohistochemical staining images of CD8^+^ T cells in CD3^+^ cells in tumor tissues after the indicated treatment. Scale bar: 100 µm. Right panel: CD8^+^ T cells counted with ImageJ software. Three fields were selected for each sample. ***p<0.001. (I, J) The percentages of proliferating CD8^+^ T cells were analyzed by Ki67 staining. The mean±SD is shown. (K, L) At 72 hours after CFSE staining, the proliferation of CD8^+^ T cells was measured by flow cytometry. ***P<0.001. (M) Schematic diagram of in vitro CD8^+^ T cell migration assays. (N, O) The number of CD8^+^ T cells passing through the membrane of a Transwell system was calculated by flow cytometry. The mean±SD is shown. ***P<0.001.

**Figure 2:**
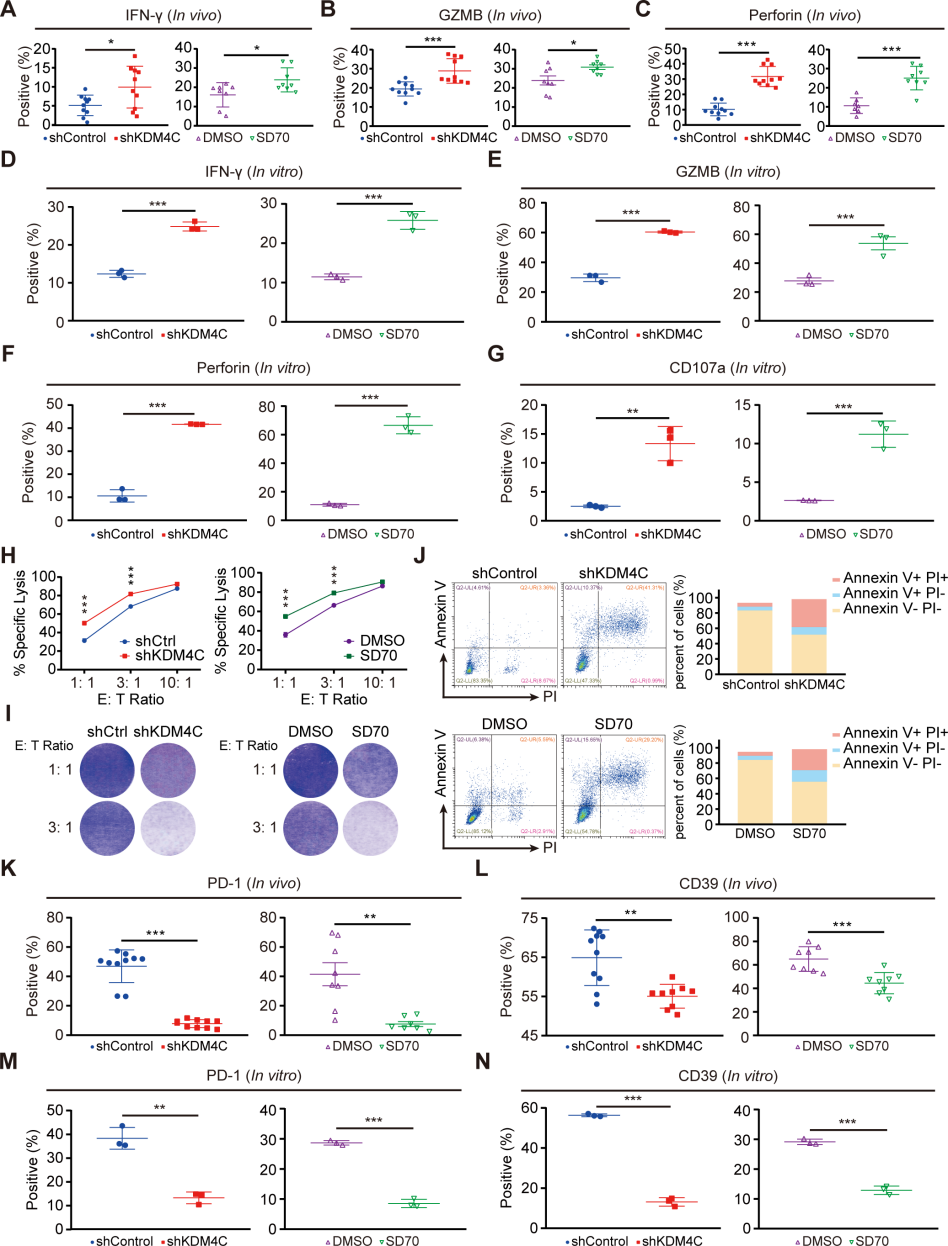
KDM4C inhibition augments antitumor immunity and delays exhaustion in CD8^+^ T cells in vitro and in vivo. (A–C) CD8^+^ T cells isolated from tumor tissues after the indicated treatment were stimulated with PMA (100 ng/mL), monensin sodium salt (1 µg/mL), and ionomycin (100 ng/mL) for 6 hours, and cell cytotoxicity markers (IFN-γ, GZMB and Perforin) were assessed by flow cytometry. *P<0.05, ***p<0.001. (D–G) Evaluation of the effect of KDM4C silencing on the cytotoxicity of CD8^+^ T cells in an in vitro conditioned culture model. ***P<0.001. (H) Specific lysis of Lewis tumor cells by CD8^+^ T cells pretreated with the indicated conditioned medium. Each experiment was repeated three times independently. ***P<0.001. (I) Lewis cells were cocultured with pretreated CD8^+^ T cells at the indicated proportion for 24 hours, and the T cells were washed and removed with phosphate-buffered saline, fixed with 4% paraformaldehyde and stained with crystal violet. Each experiment was performed in triplicate. (J) Lewis cells and pretreated CD8^+^ T cells were cocultured at 1:3. After 24 hours, the tumor cells were stained for an apoptosis assay, and the proportion of apoptotic Lewis cells was detected by flow cytometry. (K, L) After the indicated treatment, the levels of the exhaustion markers PD-1 and CD39 on CD8^+^ T cells in tumor tissues were assessed. **P<0.01, ***p<0.001. (M, N) Flow cytometry analyses for exhaustion markers on CD8^+^ T cells treated with the indicated conditioned medium are shown. **P<0.01, ***p<0.001.

To further investigate the effect of KDM4C on the function of CD8^+^ T cells, we constructed an in vitro conditioned culture model. As shown in online supplemental figure S4A, individual mouse spleens were processed into single-cell suspensions and incubated with CD8 (TIL) MicroBeads, and naive CD8^+^ T cells were purified using a MiniMACS Separator system from Miltenyi Biotec. The percentage of purified CD8^+^ T cells detected by flow cytometry was 99.12% (online supplemental figure S4B). Purified CD8^+^ T cells were then seeded in 96-well round-bottom plates and cultured in supernatants from pretreated Lewis cells containing IL2 (20 ng/mL) and CD3/CD28 Dynabeads for 3 days. Flow cytometry analysis revealed significantly increased expression of Ki67 on CD8^+^ T cells after KDM4C inhibition (figure 1I, J). Furthermore, CFSE staining analysis showed that the proportion of CFSE low T cells in the treatment group was significantly higher than that in the control group (figure 1K, L), indicating that KDM4C inhibition could increase the proliferation of CD8^+^ T cells. As shown in figure 1M–O, an in vitro migration experiment showed that the migratory ability of CD8^+^ T cells was significantly improved following KDM4C inhibition. These findings demonstrate that KDM4C suppression increases CD8^+^ T cell tumor infiltration and migration.

10.1136/jitc-2021-003716.supp5 Supplementary data

### KDM4C inhibition augments antitumor immunity and hampers CD8^+^ T cell exhaustion development in vitro and in vivo

CD8^+^ T cells are the main cytotoxic immune cells in tumors and have the abilities to promote antitumor immunity and induce tumor cell death by secreting cytotoxic molecules, such as IFN-γ, GZMB, Perforin, and CD107a.^24^ To clarify the effect of KDM4C on CD8^+^ T cells, we analyzed the expression levels of cytotoxicity markers (IFN-γ, GZMB, Perforin, and CD107a) on tumor-infiltrating CD8^+^ T cells. As shown in figure 2A–C, the expression of cytotoxic molecules in tumor CD8^+^ T cells was significantly upregulated after genetical or pharmacologic inhibition of KDM4C, indicating that KDM4C inhibition promotes the activation of CD8^+^ T cells. Similarly, in vitro experiments also showed increased CD8^+^ T cell activation (figure 2D–G).

To further evaluate the cytotoxic effects of CD8^+^ T cells, we analyzed the killing activity of T cells in vitro. As expected, adding conditioned medium in which KDM4C was inhibited enhanced CD8^+^ T cell mediated tumor cell lysis (figure 2H). Fixation and staining of surviving tumor cells showed that inhibition of KDM4C significantly enhanced the proportion of tumor cells killed by T cells (figure 2I). Additionally, the proportion of apoptotic Lewis cells in the KDM4C intervention group was significantly increased compared with that in the control group (figure 2J). It has been documented that exhausted CD8^+^ T cells, which express various inhibitory receptors, including PD-1 and CD39, are unable to effectively kill tumor cells.^25 26^ To that end, we evaluated the exhaustion state of CD8^+^ T cells in vivo and in vitro and found that the expression of exhaustion markers on CD8^+^ T cells was significantly decreased in the treatment group compared with the control group (figure 2K–N). These results suggest that KDM4C inhibition enhances CD8^+^ T cell mediated antitumor immunity and delays CD8^+^ T cell exhaustion.

### Inhibition of KDM4C increases the binding of the transcriptional activation marker H3K36me3 to the CXCL10 promoter in lung cancer

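RNA-seq was carried out on Lewis cells, a mouse lung carcinoma cell line, that had been kept for 24 hours with the KDM4C inhibitor SD70 or with its vehicle, DMSO. Each group had 3 samples. The paper's text gives no SD70 dose for this experiment. The libraries were sequenced by BGI-Shenzhen on the BGISEQ-500 platform, and the authors aligned the clean reads to the mouse genome GRCm38.p6 with HISAT. For each sample, the authors deposited an expected read count and an FPKM value, which is scaled by gene length and library size, for each of 16081 genes, listed by NCBI Gene identifier and symbol. The counts were not normalized. Their totals were 16814296, 16785878 and 17060424 in the DMSO samples 1, 2 and 3 (median 16814296), and 16585129, 16844683 and 15276744 in the SD70 samples 1, 2 and 3 (median 16585129). Between 14062 and 14105 genes per sample had a count above 0. Between 8.84% and 9.28% of the values in a sample were not whole numbers, and all were rounded before testing. Genes with too few counts were left out by edgeR's filterByExpr, which kept 11552, and library sizes were normalized by edgeR's TMM method. SD70 was compared with DMSO by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Normalized counts are counts scaled to the mean effective library size of the 6 samples. The filter on low counts and the choice of test could change the number of genes called. Kdm4c (NCBI Gene 76804), which lies on chromosome 4 of GRCm38 from 74242497 to 74405864, had 753 ± 34.6 normalized counts with DMSO (SD, n = 3) and 765 ± 34.2 with SD70 (SD, n = 3). Its log2 fold change was 0.02 (standard error 0.0638, adjusted p = 0.769 from edgeR's quasi-likelihood test), and with the replicate number as a block it was again 0.02. The sign depended on the setting, from -0.08 to 0.06 over 14 alternatives.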

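At an adjusted p-value under 0.01 and a log2 fold change of at least 1 in either direction, edgeR's quasi-likelihood test called 681 of the 11552 genes. Of these, 380 were higher and 301 were lower with SD70. In 677 of the 681 genes, the 3 SD70 samples lay all above or all below the 3 DMSO samples. Chance gives such a separation in 10% of genes, and it was seen in 64.4% of all genes tested. The biological coefficient of variation between samples of a group was 0.0460. With the replicate number as a block, 692 genes were called, 387 higher and 305 lower, and 680 of them were among the 681. Samples with the same number deviated from their group means with a mean Pearson r of 0.0363 across 8098 genes, against -0.02 for samples with different numbers. The number of genes moved most when no minimum was set on the fold change, which gave 5767 genes. A test of whether the log2 fold change was above 1 (edgeR's glmTreat) gave 221. Across the 6 fits that each left out 1 sample, between 621 and 721 genes were called, between 52 and 114 of the 681 were lost, and 0 changed sign.

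Among called genes with a mean normalized count of at least 100 and separate groups, the 5 with the largest rise were Csf2, Chac1, Gdf15, Atf3 and Cass4. The 5 with the largest fall were Mpp2, Fam71f2, Fgf11, Apln and Vsir. Mpp2 had a log2 fold change of -2.34 (standard error 0.162, adjusted p = 1.42e-14 from edgeR), and Vsir, the fifth, of -1.84 (standard error 0.0965, adjusted p = 7.77e-18 from edgeR). Apln fell from 3185 ± 87.7 normalized counts with DMSO to 812 ± 123 with SD70 (SD, n = 3 each).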

To determine the molecular mechanism of KDM4C-induced CD8^+^ T cell activation, we carried out RNA-seq and found that 597 genes were significantly differentially expressed following SD70 treatment (p<0.01, Log2 ≥1) (figure 3A). Further bioinformatic analysis revealed that the cytokine–cytokine receptor interaction pathway was significantly enriched (figure 3A–C), including seven chemokines that exhibited more than twofold enrichment (figure 3D). 

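In place of KEGG annotation, which was not used here, 7 families of cytokines and their receptors were defined by gene symbol. They were chemokine ligands, chemokine receptors, interleukins, interferons, hematopoietins, the TNF family and the TGF-beta family, the last 5 with their receptors. Of their 213 listed members, 100 had enough counts to be tested and 27 were called. That is 27.0% of the family members, against 5.90% of all genes tested, a 4.58-fold over-representation (hypergeometric test, equal to a one-sided Fisher's exact test, p = 1.23e-11). With the replicate number as a block, the over-representation was 4.51-fold (one-sided Fisher's exact test, p = 1.77e-11).

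Cxcl10 (NCBI Gene 15945) lies on the minus strand of chromosome 5 of GRCm38, from 92346638 to 92348889. Its counts were 17, 19 and 20 in the DMSO samples and 137, 142 and 146 in the SD70 samples, whole numbers in all 6. After normalization these were 18.1 ± 1.35 with DMSO (SD, n = 3) and 147 ± 11.9 with SD70 (SD, n = 3). The log2 fold change was 3.01 (standard error 0.177, adjusted p = 1.90e-16 from edgeR's quasi-likelihood test). Adjusted over the 7 chemokines of Fig. 3D alone, the edgeR p-value was 3.42e-18. The paper singled out these 7 for their changes in the same RNA-seq data. This adjustment therefore leaves out the search behind the list and is no separate support. With the replicate number as a block, the log2 fold change was again 3.01 (adjusted p = 2.29e-19 from edgeR). Every SD70 sample was above every DMSO sample (two-sided exact permutation test, p = 0.1, the smallest that 3 samples against 3 allow). The log2 fold change was between 2.94 and 3.05 with each sample left out in turn. The lowest value over all 15 alternatives was 2.26, from log2(FPKM + 1), a scale that understates the change of genes with low counts. The largest adjusted p-value of Cxcl10 over the same alternatives was 5.09e-10. The smallest came from counts pooled within each group, which leave no spread between replicates, so it is not given. The paper also measured candidate genes, CXCL10 among them, by qRT-PCR.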

Six candidate genes with consistent changes (CXCL10, CCL2, CXCL3, CXCL2, CXCL20, and CXCL1) were validated by qRT-PCR, with the chemokine CXCL10 showing the most notable change (figure 3E, F).

**Figure 3:**
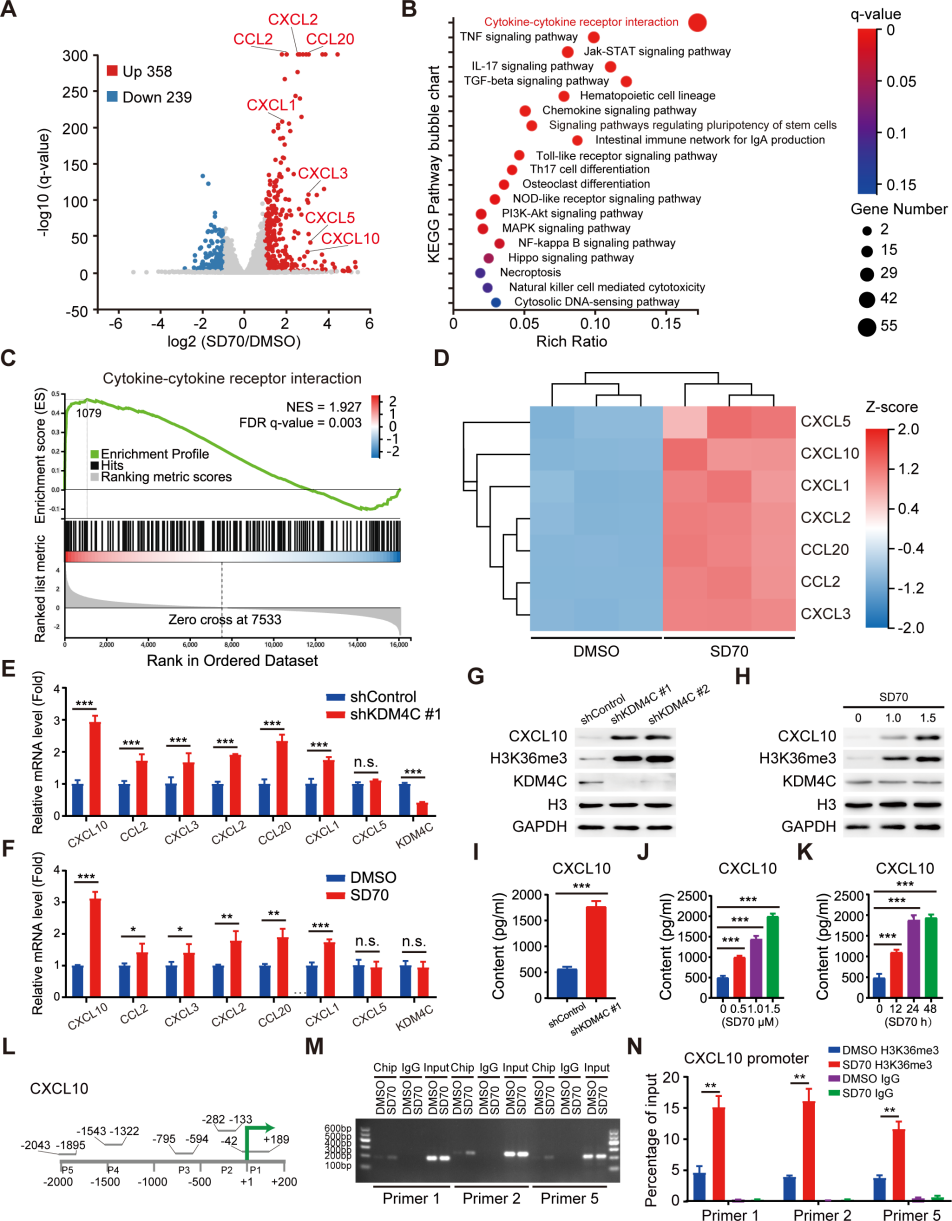
KDM4C inhibition increases CXCL10 expression by promoting transcriptional activation marker H3K36me3 accumulation at the CXCL10 promoter. (A) The volcano plot shows that differentially expressed genes affected by SD70 were related to the cytokine–cytokine receptor interaction. (B) Bubble chart of signaling pathways affected by SD70. According to classification by KEGG pathway annotations, enrichment analysis was carried out using the phyper function, and the p value was calculated and corrected by the FDR to obtain the q-value function. A q value ≤0.05 was usually regarded as indicating significant enrichment. (C) GSEA of the cytokine-cytokine receptor interaction pathway. (D) Heatmap showing chemokine changes after SD70 treatment. (E, F) The mRNA expression of the indicated genes after the indicated treatment was measured by real-time PCR. Statistical analyses by a t-test. *P<0.05, **p<0.01, ***p<0.001 (n=3). (G, H) Western blotting showing that the protein levels of CXCL10 were increased in KDM4C-silenced Lewis cells (n=3). (I–K) ELISA analysis of CXCL10 expression in shKDM4C Lewis cells compared with control cells (I), cells treated with the indicated concentration of SD70 treatment for 24 hours (J), or cells treated for the indicated time with 1.5 µM SD70 (K). ***P<0.001. (L) Sketch map of the ChIP primer design from −2000 to +200 bp around the transcription start site (TSS). (M) Representative gel electrophoresis result images. The experiment was repeated three times. (N) H3K36me3 levels at the CXCL10 promoter were normalized to the input (mean±SEM; n=3; **p<0.01). ChIP, chromatin immunoprecipitation; NES, normalized enrichment score.

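Of the 27 called members of the cytokine and receptor families, 21 were higher and 6 were lower with SD70. The chemokine ligands had 14 members tested, of which 9 were called higher and 0 lower, and 0 of the 14 were lower with an unadjusted p-value under 0.05. Among 2 chemokine receptors tested, 1 was called lower. Of 36 interleukins and interleukin receptors, 4 were called higher and 1 lower. The TNF family and its receptors had 20 members tested, with 3 called higher and 3 lower. The hematopoietins and their receptors had 6 members tested, with 3 called higher and 1 lower, and the TGF-beta family and its receptors had 18, with 2 called higher. The 4 interferon receptors tested (Ifnar1, Ifnar2, Ifngr1 and Ifngr2) were not called, all 4 with an unadjusted p-value under 0.05 and log2 fold changes from -0.14 to 0.24. The 5 called members with the largest log2 fold change were Csf2, Gdf15, Inhbe, Cxcl5 and Ccl20. The place of Inhbe is uncertain, since its counts were 4, 0 and 0 with DMSO and 14, 21 and 20 with SD70. Its log2 fold change was 3.75, and ranged from 3.20 to 7.25 with each sample left out in turn. Csf2 (NCBI Gene 12981) rose from 101 ± 4.34 normalized counts with DMSO (SD, n = 3) to 2219 ± 201 with SD70 (SD, n = 3).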

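The over-representation of cytokines and receptors depended on the genes counted. Among the genes higher with SD70 alone it was 6.38-fold (one-sided Fisher's exact test, p = 7.90e-12), and among the genes lower with SD70 it was 2.30-fold (one-sided Fisher's exact test, p = 0.0464). With all 16081 listed genes as the background in place of the genes tested, it was 2.99-fold (one-sided Fisher's exact test, p = 3.57e-07). The chemokine ligands alone were over-represented 10.9-fold (one-sided Fisher's exact test, p = 1.25e-08). Without them, 18 of 86 family members were called, a 3.55-fold over-representation (one-sided Fisher's exact test, p = 2.05e-06). Genes called by DESeq2 gave 4.96-fold. Genes are not independent replicates, so these p-values describe the list of called genes.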

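For the ranked list, the 11552 genes were ordered by the signed edgeR statistic, and the 100 tested members of the cytokine and receptor families were scored with fgsea. The normalized enrichment score was 2.06, and none of 10000 random gene sets of the same size scored as high among those of its sign (permutation p = 0.000132, the smallest these permutations could give). With the replicate number as a block, the score was again 2.06 (permutation p = 0.000131, the smallest these permutations could give). The 14 chemokine ligands alone scored 2.30. The other 86 members scored 1.40 (permutation p = 0.0396). Permuting genes takes no account of correlation between them. The camera test of limma, which allows for it with an assumed inter-gene correlation of 0.01, gave the whole set a p-value of 0.223, with 50 of the 100 members higher and a median log2 fold change of -0.01. For the chemokine ligands, the p-value from camera was 4.28e-07, with 13 of 14 higher and a median log2 fold change of 1.88. For the other 86 members it was 0.811.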

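Besides Cxcl10, the heatmap shows Ccl2, Cxcl3, Cxcl2, Ccl20, Cxcl1 and Cxcl5. Their counts were whole numbers in all 6 samples. In each of the 6 genes every SD70 sample was above every DMSO sample (two-sided exact permutation test, p = 0.1 for each, the smallest that 3 samples against 3 allow). Cxcl5, Cxcl3, Cxcl1 and Cxcl2 lie on chromosome 5 of GRCm38 between 90759298 and 90905938. Ccl20 lies on chromosome 1 from 83116766 to 83119167, and Ccl2 on chromosome 11 from 82035577 to 82037452. Cxcl5 had the largest log2 fold change of the 7 chemokines, 3.15 (standard error 0.172, adjusted p = 8.27e-16 from edgeR). It also had the largest SD relative to its mean in both groups, with 26.8 ± 7.99 normalized counts with DMSO and 239 ± 39.6 with SD70 (SD, n = 3 each). Ccl20 rose from 466 ± 8.96 to 3943 ± 162 normalized counts (SD, n = 3 each), a log2 fold change of 3.08 (standard error 0.0589, adjusted p = 1.58e-30 from edgeR). Cxcl3 rose from 67.8 ± 5.04 to 571 ± 5.24 (SD, n = 3 each), a log2 fold change of 3.07 (standard error 0.0983, adjusted p = 6.88e-24 from edgeR). These 3 log2 fold changes and that of Cxcl10 differed from one another by less than the standard error of Cxcl10 or Cxcl5. Cxcl2 rose from 4245 ± 431 to 25266 ± 861 (SD, n = 3 each), a log2 fold change of 2.57 (standard error 0.0594, adjusted p = 5.54e-25 from edgeR). Ccl2 rose from 9814 ± 192 to 40105 ± 1248 (SD, n = 3 each), a log2 fold change of 2.03 (standard error 0.0491, adjusted p = 1.85e-27 from edgeR). Cxcl1 had the highest counts of the 7 and the smallest log2 fold change, 1.82 (standard error 0.0564, adjusted p = 7.95e-22 from edgeR). It rose from 23905 ± 2048 to 84376 ± 4587 normalized counts (SD, n = 3 each). With the replicate number as a block, the 6 log2 fold changes ranged from 1.82 for Cxcl1 to 3.15 for Cxcl5.

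**Figure D1:**
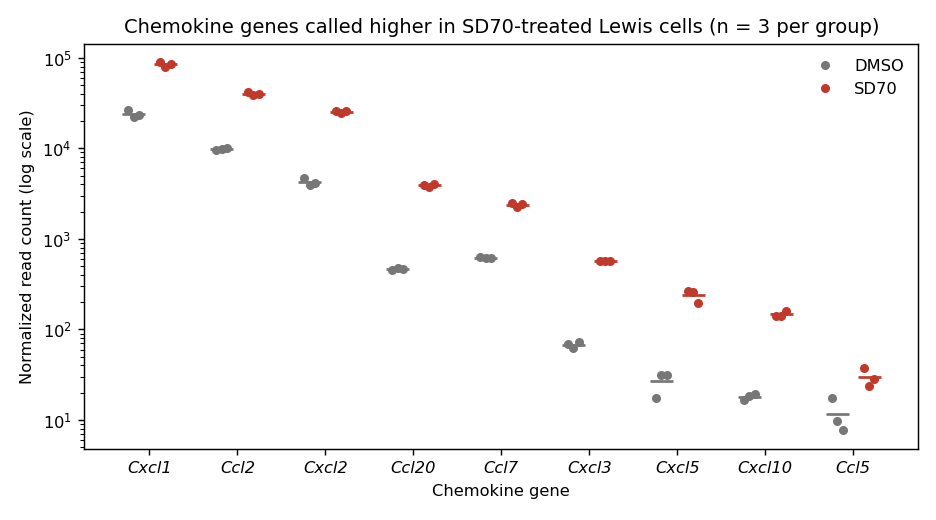
Normalized counts (log axis) of the 9 chemokine ligands called higher with SD70, with each point a sample and each line the mean of a group (n = 3). In each of the 9 genes the 3 SD70 samples lie above the 3 DMSO samples, from Cxcl1 at 84376 counts with SD70 down to Ccl5 at 30.0.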

Previous studies have shown that CXCL10 is a critical factor in mediating T cell chemotaxis and functional activation^27 28^; thus, we speculated CXCL10 might be a possible key downstream candidate molecule for KDM4C. To test this hypothesis, we first targeted KDM4C genetically or pharmacologically in multiple human lung cancer cell lines and Lewis cells and detected a significant increase in the protein expression of CXCL10 (figure 3G, H and online supplemental figure S5A). Moreover, ELISA analysis showed that KDM4C inhibition promoted exocrine CXCL10 accumulation in a time-dependent and concentration-dependent manner (figure 3I–K and online supplemental figure S5B). It is well established that the decrease in H3K36me3 level mediated by KDM4C often leads to transcriptional inactivation of target genes.^19^ To determine whether KDM4C can directly regulate the expression of CXCL10, we performed ChIP-PCR analysis and found that the enrichment level of H3K36me3 in the promoter region of the CXCL10 gene increased significantly after SD70 treatment (figure 3L–N). In addition, it has been reported that the STING signal pathway and IFN-α are involved in T cell activation and function.^29 30^ Our results showed that STING, MAVS, TLR3 and IRF3 levels remained constant when KDM4C was depleted in A549 and Lewis tumor cells (online supplemental figure S6), suggesting that STING signal pathway and IFN-α are not involved in KDM4C-mediated biological processes in lung cancer. Together, our results suggest that KDM4C controls the expression of CXCL10 by promoting the accumulation of H3K36me3 at the CXCL10 promoter region.

10.1136/jitc-2021-003716.supp6 Supplementary data

10.1136/jitc-2021-003716.supp7 Supplementary data

### KDM4C inhibition promotes antitumor immunity via CXCL10 in lung cancer

To explore the role of the chemokine CXCL10 in the KDM4C-mediated CD8^+^ T cell immune response, C57BL/6 mice were inoculated subcutaneously with 1×10^6^ Lewis cells and randomly divided into four groups. When the tumor volume reached an average of 100 mm^3^, the mice were given a vehicle either alone or combined with SD70 and/or an anti-CXCL10 neutralizing antibody. All mice were sacrificed on day 22 postinoculation. The growth curves of the transplanted tumors were drawn, and the number and activation state of CD8^+^ T cells in the mouse tumors were analyzed by flow cytometry. As shown in figure 4A–D, blocking CXCL10 partially eliminated the slow growth of subcutaneously transplanted tumors and the increased infiltration and functional activation of CD8^+^ T cells in tumors induced by SD70 treatment.

**Figure 4:**
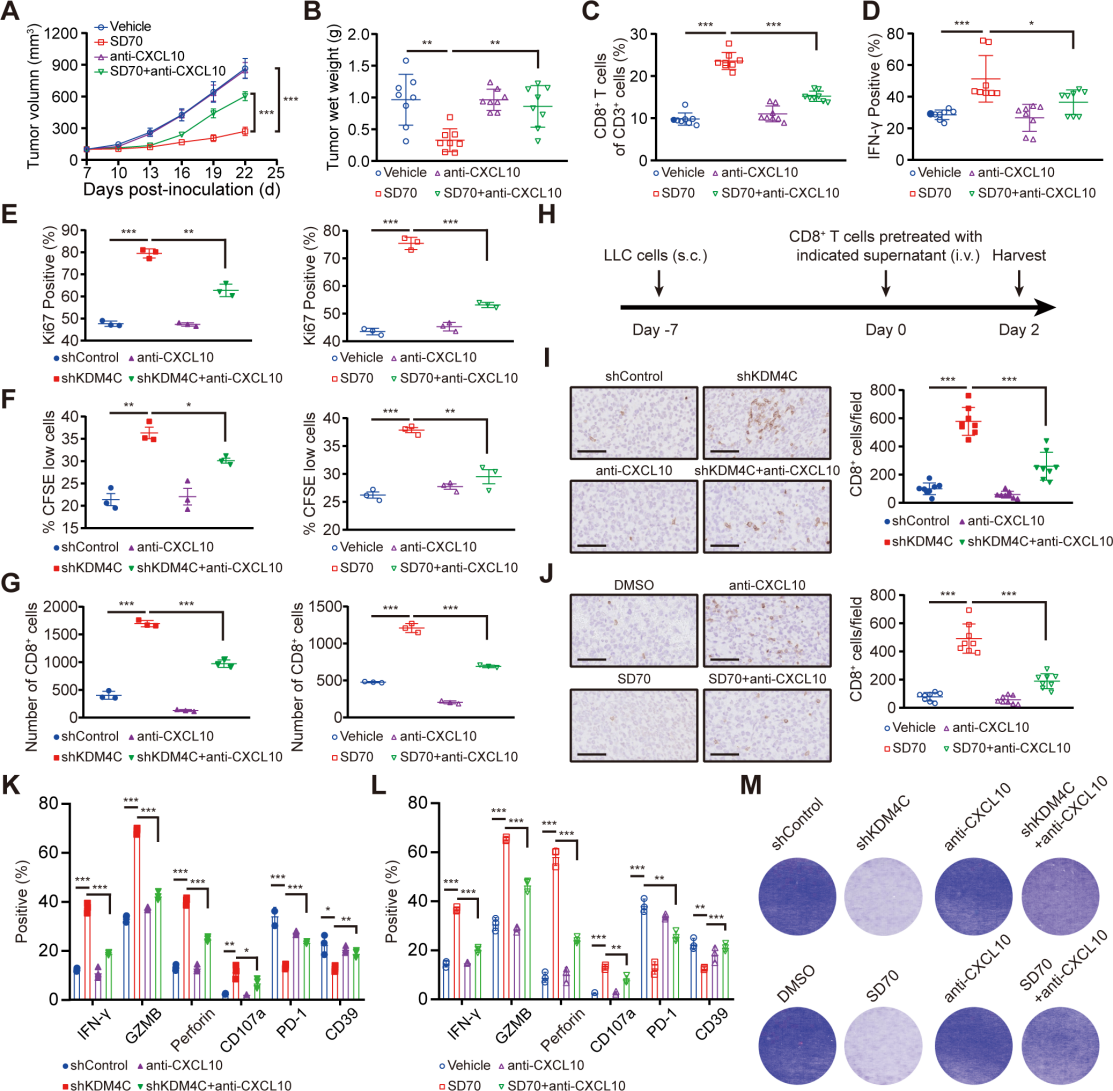
Enhanced antitumor immunity caused by KDM4C inhibition is mediated by CXCL10. (A) C57BL/6 mice were injected subcutaneously with 1×10^6^ Lewis cells. When the tumor volume reached an average of 100 mm^3^, the mice were given a vehicle either alone or in combination with SD70 and/or anti-CXCL10. Tumor volume was measured every 3 days (mean±SEM; n=8; ***p<0.001; two-tailed t-test). (B) Tumor wet weights at 22 days’ postinoculation. n=8, **p<0.01. (C, D) Flow cytometry analyses showing the changes in the percentages of CD8^+^ T cells (C) and IFN-γ^+^ CD8^+^ T cells (D) in each group. n=8/group, *p<0.05, ***p<0.001. (E) Changes in Ki67^+^ CD8^+^ T cells with treatment. n=3, **p<0.01, ***p<0.001. (F) CFSE staining of proliferating CD8^+^ T cells measured by flow cytometry. Each experiment was repeated three times independently. (G) Changes in the in vitro migration of CD8^+^ T cells. n=3, ***p<0.001. (H) Schematic illustration of the in vivo migration experiment. (I, J) IHC was used to analyze the infiltration of CD8^+^ T cells in subcutaneously transplanted tumors for each group. Scale bar: 100 µm; n=8/group; ***p<0.001. (K, L) Flow cytometry was used to detect the expression of cytotoxicity markers (IFN-γ, GZMB, Perforin, and CD107a) and exhaustion markers (PD-1 and CD39) in CD8^+^ T cells in each group. n=3; *p<0.05, **p<0.01, ***p<0.001. (M) Lewis cells in 24-well plates were cocultured with pretreated CD8^+^ T cells in the absence or presence of an anti-CXCL10 neutralizing antibody or control antibody for 24 hours. Crystal violet staining identified the surviving tumor cells. Each group of experiments was carried out three times.

In addition, conditioned medium obtained from Lewis cells treated with KDM4C-specific shRNA or SD70 for 24 hours was used to culture purified CD8^+^ T cells with or without the anti-CXCL10 neutralizing antibody. We showed that KDM4C inhibition could promote the proliferation of CD8^+^ T cells in vitro, while the anti-CXCL10 neutralizing antibody could partially eliminate this change (figure 4E, F). T cell migration assays performed in vitro and in vivo also found that the anti-CXCL10 neutralizing antibody could partially interfere with the increase in CD8^+^ T cell migration induced by KDM4C inhibition (figure 4G–J). Furthermore, KDM4C inhibition enhanced the expression of activated T cell cytotoxicity markers (IFN-γ, GZMB, Perforin, and CD107a), reduced the expression of exhaustion markers (PD-1 and CD39) and promoted the cytotoxicity of T cells, while these effects could be partially eliminated by the anti-CXCL10 neutralizing antibody (figure 4K–M). These data support the notion that KDM4C inhibition exerts a promotive effect on antitumor immunity in a CXCL10-dependent manner in lung cancer.

### Triple therapy using SD70 and RT and an anti-PD-L1 antibody achieves the best antitumor efficacy with tolerable toxicity in lung cancer

The efficacy of ICBs is closely related to immune cell infiltration, especially CD8^+^ CTL infiltration.^3^ Several studies have shown that RT can remodel the tumor immune microenvironment and promote the infiltration and activation of CD8^+^ T cells.^11 31^ Therefore, the combination of RT and immunotherapy exhibits synergistic effects in many kinds of tumors. Our study found that inhibition of KDM4C could enhance the expression of the chemokine CXCL10 to promote the intratumoral infiltration and activation of CD8^+^ T cells. Accordingly, we surmised that SD70, an epigenetic inhibitor that explicitly targets KDM4C, could be combined with RT and immunotherapy to amplify these synergistic antitumor effects. To verify this hypothesis, we tested the impact of SD70, RT, and immunotherapy alone, in double combinations or in triple combination using C57BL/6 mice subcutaneously transplanted with Lewis cells (figure 5A). We found that SD70 alone could slow tumor growth compared with the vehicle, while combination with the anti-PD-L1 monoclonal antibody could further increase local tumor control and prolong survival in mice (figure 5B, C). Notably, although there was no significant difference between the SD70 plus RT group and the SD70 alone group on day 19, the tumor growth curves showed a significant synergistic effect thereafter (figure 5B). More importantly, triple therapy (SD70 plus RT and the anti-PD-L1 antibody) exhibited the highest tumor control rate and produced the longest survival time in mice (figure 5B, C).

**Figure 5:**
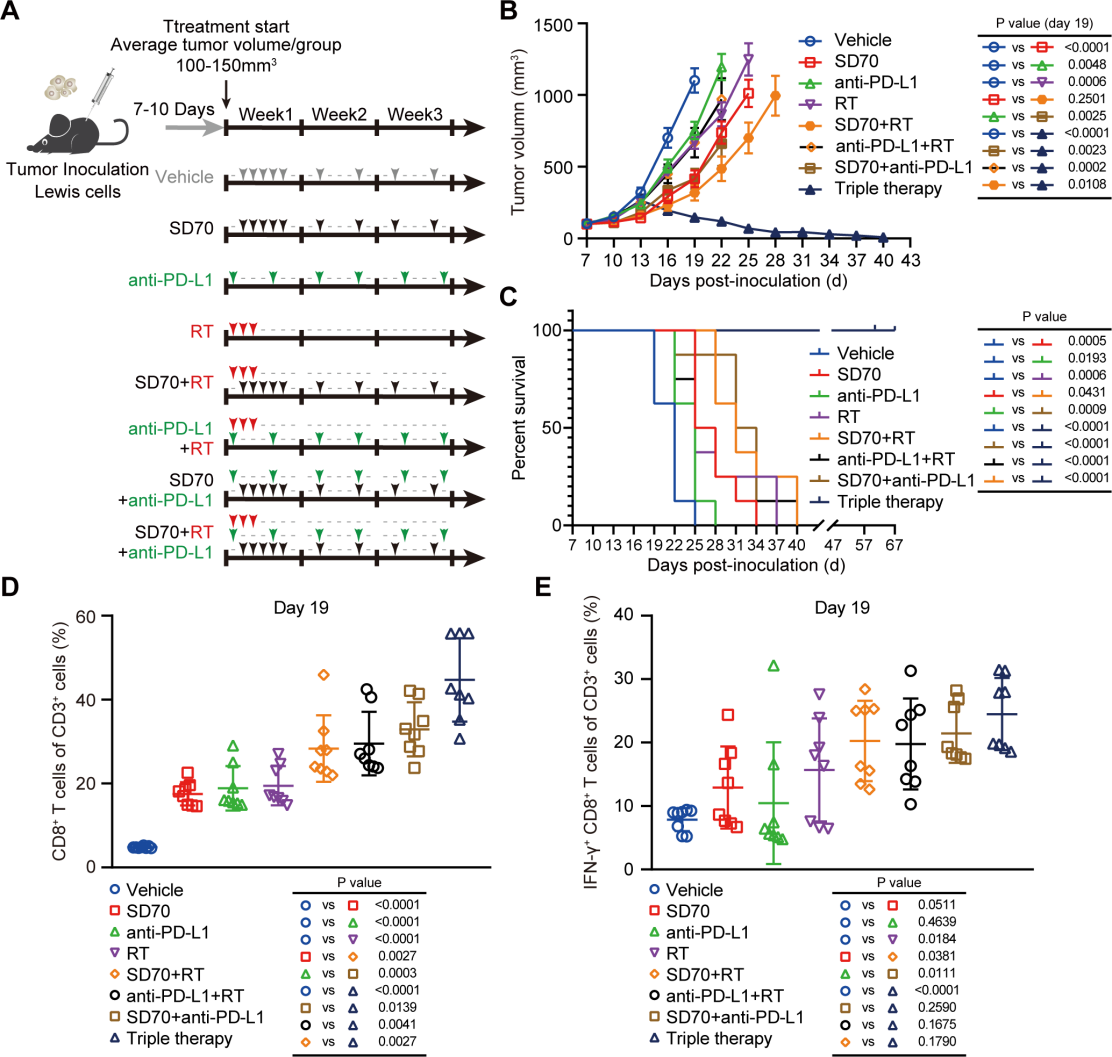
Triple therapy shows the greatest antitumor effects in lung cancer. (A) Schematic illustration of treatment schedule. (B) A C57BL/6 murine model was established, and the mice were randomly divided into eight groups. Each group was treated according to the schedule shown in (A). All subcutaneously transplanted tumors were measured every 3 days with Vernier calipers. When the subcutaneously transplanted tumors in the group reached 1500 mm^3^ or more than 60 days had elapsed from tumor cell injection, the experiment was terminated. The tumor growth curves of subcutaneously transplanted tumors were drawn, and the data on the 19th day were statistically analyzed (mean±SEM, n=8/group). (C) Kaplan–Meier analysis across the treatment groups in figure part B. (D, E) Flow cytometry analyses of CD8^+^ T cells (D) and IFN-γ^+^ CD8^+^ T cells (E) in subcutaneously transplanted tumors on day 19 of treatment. P<0.05 was considered statistically significant (n=8/group; two-tailed t-test).

By analyzing infiltrating CD8^+^ T cells in tumors by flow cytometry, we found that both monotherapies and dual combination therapies could increase the number of intratumoral CD8^+^ T cells and the proportion of cytotoxic IFN-γ^+^ CD8^+^ T cells, while the effect of the triple therapy was the most significant (figure 5D, E). Concurrently, we also conducted an in-depth evaluation of the safety of the combination therapy regimens. As shown in online supplemental figure S7A, combination therapy did not cause significant damage to the major organs of mice, such as the heart, liver, spleen, lungs, and kidneys. Moreover, analysis of the biochemical indexes of some major organs (such as those for liver function: TP, ALB, GLOB, ALT, ALP, Glu, Inorganic P, TBIL, CHOL, and ALB/GLOB; those for renal function: BUN, CRE, and BUN/CRE; those for cardiac function: CK and Ca^2+^; and that for pancreatic function: AMY) showed no significant abnormalities (online supplemental figure S7B). Our results indicated that the triple combination of SD70 and RT and the anti-PD-L1 monoclonal antibody achieved the strongest antitumor effect while remaining tolerable in lung cancer.

10.1136/jitc-2021-003716.supp8 Supplementary data

### CD8^+^ T cells and CXCL10 are required for antitumor immunity induced by the triple therapy in lung cancer

To confirm the roles of CD8^+^ T cells and CXCL10 in the antitumor immune response following triple therapy administration, we depleted this population or cytokine in vivo and analyzed the effects on transplanted tumor growth and survival in the subcutaneous transplanted tumor model (figure 6A). Depletion of CD8^+^ T cells (p<0.001 vs triple therapy) or CXCL10 (p<0.001 vs triple therapy) greatly weakened the inhibitory effect of the triple therapy on the growth of transplanted tumors and shortened the survival time of mice (figure 6B, C). In addition, simultaneous depletion of CD8^+^ T cells and CXCL10 did not further reduce the antitumor effect of the triple therapy compared with the depletion of CD8^+^ T cells alone (figure 6B, C). These findings suggest that the antitumor immunity induced by the triple therapy is mainly achieved through the infiltration and activation of CD8^+^ T cells mediated by CXCL10.

**Figure 6:**
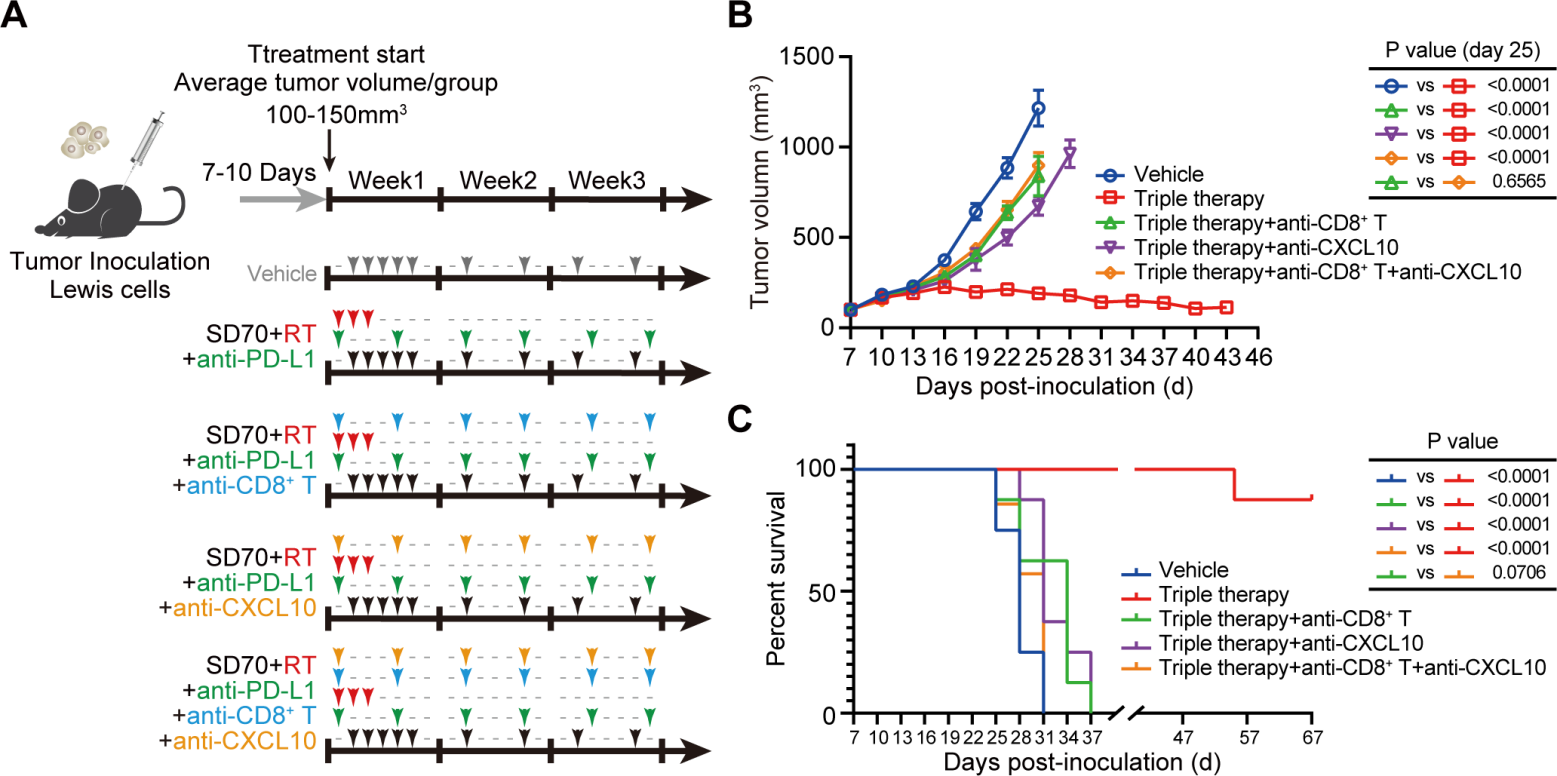
CD8^+^ T cells and CXCL10 are necessary for antitumor immunity induced by the triple therapy. (A) Schematic illustration of neutralization assays. Mice received one of five treatments on the indicated days: vehicle, triple therapy, triple therapy with an anti-CD8 neutralizing antibody, triple therapy with an anti-CXCL10 neutralizing antibody, and/or triple therapy with both the anti-CD8 and anti-CXCL10 neutralizing antibodies. (B) Mice (n=8/group) were inoculated with Lewis cells and given treatments as described in figure part A. The volumes of the subcutaneously transplanted tumors were recorded every 3 days, and the data on the 25th day were statistically analyzed (mean±SEM); p<0.05 was considered statistically significant). (C) Kaplan-Meier survival curves of mice bearing tumors in different treatment groups (n=8/group, Gehan-Breslow-Wilcoxon test).

## Discussion

In this study, we provided direct evidence that KDM4C is involved in antitumor immunity in lung cancer. Genetical or pharmacologic inhibition of KDM4C activated CXCL10 transcription by increasing the recruitment of the activated histone H3K36me3 at the CXCL10 promoter, which in turn increased the proliferation, migration, and activation of CD8^+^ T cells and delayed exhaustion in these cells in lung cancer. More importantly, we examined the synergistic effect of combining SD70, an epigenetic KDM4C-specific inhibitor, with RT and an anti-PD-L1 antibody and found that among the tested regimens, this triple therapy produced the best antitumor effects with tolerable toxicity in lung cancer.

The composition and functional status of immune cell subsets in the TME contribute to the ICB response. Epigenetic therapy has been shown to regulate various components of the TME and enhance antitumor immunity.^15 16^ In this study, we found that KDM4C, a key enzyme in epigenetic modification, was directly involved in regulating antitumor immunity in lung cancer. Analysis of the immune landscape following KDM4C inhibition revealed increased CD8^+^ T cell tumor infiltration and activation. These elevations in proliferation, migration, and direct killing coupled with delayed exhaustion in CD8^+^ T cells are in line with the strategy of making the tumor state ‘hotter’. Emerging evidence has shown that RT can kill tumor cells directly by inducing double-stranded DNA breaks in tumor cells and induce immunogenic cell death to recruit antigen-specific CD8^+^ T cells and enhance the antitumor immune response by releasing immunogenic tumor-associated antigens and chemokines.^32 33^ In our preclinical mouse model, we chose an 8 Gy ×3 regimen for RT because this regimen has been shown to have better immunogenicity than single 20 Gy and 6 Gy ×5 regimens.^31 34^ However, the best fractionation approach for RT is still an area of debate that warrants further investigation.

Previous studies have shown that the degrees of CD8^+^ T cell infiltration and activation are closely related to prognosis in many types of cancer.^6 35 36^ However, the underlying mechanisms are still elusive. CD8^+^ T cell infiltration requires chemokines to act as a ‘zip code’ to specify the trajectory of T cells. The chemokines CCL2, CCL3, CCl4, CCL5, CXCL9, CXCL10, and CXCL11 are known to be associated with T cell related tumor infiltration.^37^ CXCL9, CXCL10, and CXCL11 (ligands of CXCR3) are particularly critical because their expression is associated with prolonged disease-free survival in cancer patients.^6^ 

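In SD70-treated Lewis cells, 29 chemokine ligands were listed and 14 had enough counts to be tested. Of these, 10 had an adjusted p-value under 0.01 by edgeR's quasi-likelihood test, and 9 of the 10 also passed the fold change threshold. Ccl7 and Ccl5 are the called chemokines outside Fig. 3D. Ccl7 (NCBI Gene 20306) had a log2 fold change of 1.94 (standard error 0.0588, adjusted p = 1.56e-24 from edgeR), with 618 ± 14.1 normalized counts with DMSO and 2365 ± 125 with SD70 (SD, n = 3 each). Ccl5 (NCBI Gene 20304) had far lower counts, 18, 10 and 8 with DMSO and 37, 24 and 26 with SD70. Its log2 fold change was 1.36 (standard error 0.306, adjusted p = 2.67e-04 from edgeR), and on log2(FPKM + 0.1) its adjusted p from limma was 0.0107, over the threshold, the largest among 13 alternatives. The smallest among them was 2.94e-05. A replicate block gave Ccl7 and Ccl5 log2 fold changes of 1.93 and 1.36. Ccl3, Ccl4 and Cxcl9 were listed but left out by the filter on low counts. The counts of Ccl3 were 0, 1 and 2 with DMSO and 12, 9 and 6 with SD70. Those of Ccl4 did not exceed 2 in any sample, and those of Cxcl9 were 0, 0 and 0 with DMSO and 1, 1 and 2 with SD70. In the edgeR fit of all genes with at least 1 count, Ccl3 was called higher (adjusted p = 1.16e-04), while Cxcl9 (adjusted p = 0.104) and Ccl4 (adjusted p = 0.829) were not. Cxcl11 was not analysed here. Cxcr3, the receptor of Cxcl9 and Cxcl10, was also left out by the filter, with 8, 2 and 7 counts with DMSO and 6, 7 and 2 with SD70. Between 8 and 10 chemokine ligands were called higher across 15 alternative settings.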

To explore the intricate mechanism of CD8^+^ T cell regulation by KDM4C inhibition, we performed RNA-seq and found that the cytokine–cytokine receptor signaling pathway was significantly enriched after SD70 treatment and that the expression of many chemokines was significantly upregulated. Further analysis found that the change in CXCL10 expression was the most significant. Western blotting and ELISA experiments also confirmed this result. More importantly, using ChIP-PCR, we revealed that H3K36me3 binding at the promoter region of CXCL10 was increased considerably after KDM4C inhibition, indicating that KDM4C directly regulates the transcriptional level of the CXCL10 gene in lung cancer. Furthermore, we uncovered that an anti-CXCL10 neutralizing antibody could partially reduce the increases in infiltration and activation and delay in exhaustion in CD8^+^ T cells following KDM4C inhibition. Furthermore, an anti-CXCL10 neutralizing antibody could partially eliminate the antitumor effect of the triple therapy. Therefore, we concluded that SD70-induced KDM4C inhibition increases the CXCL10 transcriptional level to mediate the increased intratumoral infiltration and activation of CD8^+^ T cells, which in turn enhances the efficacy of our triple therapy in lung cancer.

Antitumor immunity mediated by CD8^+^ CTLs is the cornerstone of immune-mediated tumor elimination and the determinant of ICB effectiveness.^3^ Our study provides direct evidence that KDM4C is involved in regulating CD8^+^ T cell infiltration and activity, which was the basis for combining SD70 with RT and immunotherapy. Importantly, we found that SD70 monotherapy or dual combination therapy, our triple therapy showed the most substantial tumor-inhibitory effect in a CD8^+^ T cell dependent and CXCL10-dependent manner. Furthermore, the triple therapy produced the most notable increases in the infiltration and functional activation of CD8^+^ T cells compared with the tested monotherapies and dual combination therapies. Additionally, to verify the safety and translational potential of this triple therapy, we comprehensively evaluated its safety in vivo. Our results clearly showed that the triple therapy did not cause significant damage to the major organs (heart, liver, pancreas, and kidneys) or abnormalities in peripheral blood biochemical tests, suggesting that the triple therapy is relatively safe and tolerable in vivo.

## Conclusions

In summary, our results elucidate the role of KDM4C in regulating antitumor immunity. The aberrantly high expression of KDM4C in lung cancer inhibits CXCL10 transcription by reducing the enrichment of activated histone H3K36me3 at the CXCL10 promoter region, thus decreasing the infiltration and activation of CD8^+^ T cells. This converts the tumor into a ‘cold’ state that is resistant to RT and immunotherapy. The KDM4C-specific epigenetic inhibitor SD70 can reshape the tumor state, activate the expression of CXCL10, and enhance the recruitment and activation of CD8^+^ T cells, ultimately making tumors more responsive to RT and immunotherapy (figure 7).

**Figure 7:**
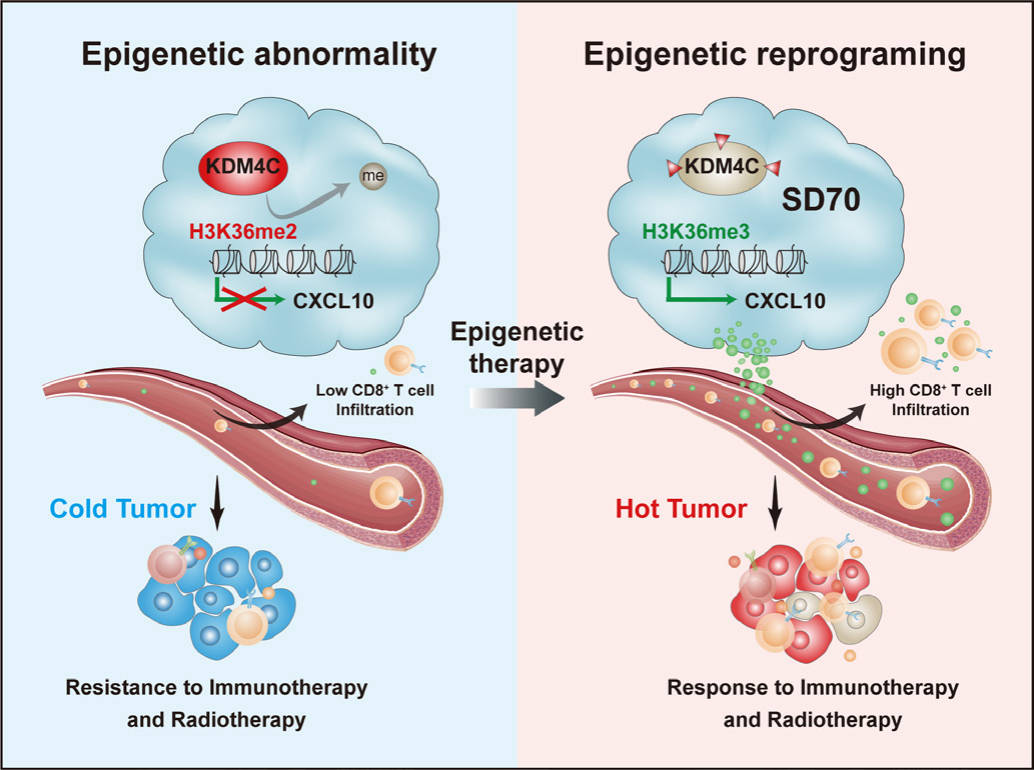
Schematic diagram showing the mechanism by which KDM4C is involved in antitumor immunity in lung cancer. Left panel: KDM4C is abnormally upregulated in lung cancer cells. By reducing the enrichment of the activated histone H3K36me3 at the promoter of CXCL10 and inhibiting CXCL10 expression, KDM4C reduces the infiltration and activation of CD8^+^ T cells, which converts the tumor to a ‘cold’ state that is insensitive to radiotherapy and immunotherapy. Right panel: targeted pharmacological inhibition of KDM4C using SD70 can reprogram the epigenetic state in a tumor, activate the expression of CXCL10, and enhance the recruitment and activation of CD8^+^ T cells, converting the tumor to a ‘hot’ state that is sensitive to radiotherapy and immunotherapy.

## Data Availability

Data are available on reasonable request. Data used and analyzed in this study are available from the corresponding author on reasonable request.

## References

[1] Anandappa AJ, Wu CJ, Ott PA. Directing traffic: how to effectively drive T cells into tumors. Cancer Discov 2020;10:185–97. 10.1158/2159-8290.CD-19-079031974169PMC7007384

[2] Topalian SL, Hodi FS, Brahmer JR, et al. Safety, activity, and immune correlates of anti-PD-1 antibody in cancer. N Engl J Med 2012;366:2443–54. 10.1056/NEJMoa120069022658127PMC3544539

[3] Li J-Y, Chen Y-P, Li Y-Q, et al. Chemotherapeutic and targeted agents can modulate the tumor microenvironment and increase the efficacy of immune checkpoint blockades. Mol Cancer 2021;20:27. 10.1186/s12943-021-01317-733541368PMC7863268

[4] Sharma P, Siddiqui BA, Anandhan S, et al. The next decade of immune checkpoint therapy. Cancer Discov 2021;11:838–57. 10.1158/2159-8290.CD-20-168033811120

[5] Bergamaschi C, Pandit H, Nagy BA, et al. Heterodimeric IL-15 delays tumor growth and promotes intratumoral CTL and dendritic cell accumulation by a cytokine network involving XCL1, IFN-γ, CXCL9 and CXCL10. J Immunother Cancer 2020;8:e000599. 10.1136/jitc-2020-00059932461349PMC7254133

[6] Wang D, Yu W, Lian J, et al. Th17 cells inhibit CD8^+^ T cell migration by systematically downregulating CXCR3 expression via IL-17A/STAT3 in advanced-stage colorectal cancer patients. J Hematol Oncol 2020;13:68. 10.1186/s13045-020-00897-z32503584PMC7275425

[7] van der Woude LL, Gorris MAJ, Halilovic A, et al. Migrating into the tumor: a roadmap for T cells. Trends Cancer 2017;3:797–808. 10.1016/j.trecan.2017.09.00629120755

[8] Chen DS, Mellman I. Elements of cancer immunity and the cancer-immune set point. Nature 2017;541:321–30. 10.1038/nature2134928102259

[9] van der Leun AM, Thommen DS, Schumacher TN. CD8^+^ T cell states in human cancer: insights from single-cell analysis. Nat Rev Cancer 2020;20:218–32. 10.1038/s41568-019-0235-432024970PMC7115982

[10] Jhunjhunwala S, Hammer C, Delamarre L. Antigen presentation in cancer: insights into tumour immunogenicity and immune evasion. Nat Rev Cancer 2021;21:298–312. 10.1038/s41568-021-00339-z33750922

[11] Meric-Bernstam F, Larkin J, Tabernero J, et al. Enhancing anti-tumour efficacy with immunotherapy combinations. Lancet 2021;397:1010–22. 10.1016/S0140-6736(20)32598-833285141

[12] Cabrera-Licona A, Pérez-Añorve IX, Flores-Fortis M, et al. Deciphering the epigenetic network in cancer radioresistance. Radiother Oncol 2021;159:48–59. 10.1016/j.radonc.2021.03.01233741468

[13] Peng Q, Weng K, Li S, et al. A perspective of epigenetic regulation in radiotherapy. Front Cell Dev Biol 2021;9:624312. 10.3389/fcell.2021.62431233681204PMC7930394

[14] Lu Y, Chan Y-T, Tan H-Y, et al. Epigenetic regulation in human cancer: the potential role of epi-drug in cancer therapy. Mol Cancer 2020;19:79. 10.1186/s12943-020-01197-332340605PMC7184703

[15] Zebley CC, Gottschalk S, Youngblood B. Rewriting history: epigenetic reprogramming of CD8^+^ T cell differentiation to enhance immunotherapy. Trends Immunol 2020;41:665–75. 10.1016/j.it.2020.06.00832624330PMC7395868

[16] Topper MJ, Vaz M, Marrone KA, et al. The emerging role of epigenetic therapeutics in immuno-oncology. Nat Rev Clin Oncol 2020;17:75–90. 10.1038/s41571-019-0266-531548600PMC7254932

[17] Chen Y, Fang R, Yue C, et al. Wnt-induced stabilization of KDM4C is required for Wnt/β-catenin target gene expression and glioblastoma tumorigenesis. Cancer Res 2020;80:1049–63. 10.1158/0008-5472.CAN-19-122931888886PMC7360480

[18] Cloos PAC, Christensen J, Agger K, et al. The putative oncogene GASC1 demethylates tri- and dimethylated lysine 9 on histone H3. Nature 2006;442:307–11. 10.1038/nature0483716732293

[19] Berry WL, Janknecht R. KDM4/JMJD2 histone demethylases: epigenetic regulators in cancer cells. Cancer Res 2013;73:2936–42. 10.1158/0008-5472.CAN-12-430023644528PMC3655154

[20] Jie X, Fong WP, Zhou R, et al. USP9X-mediated KDM4C deubiquitination promotes lung cancer radioresistance by epigenetically inducing TGF-β2 transcription. Cell Death Differ 2021;28:2095–111. 10.1038/s41418-021-00740-z33558705PMC8257660

[21] Lu Y, Li X, Liu H, et al. β-Trcp and CK1δ-mediated degradation of LZTS2 activates PI3K/AKT signaling to drive tumorigenesis and metastasis in hepatocellular carcinoma. Oncogene 2021;40:1269–83. 10.1038/s41388-020-01596-233420362PMC7892348

[22] Huang Y, Yang X, Lu Y, et al. UBE2O targets Mxi1 for ubiquitination and degradation to promote lung cancer progression and radioresistance. Cell Death Differ 2021;28:671–84. 10.1038/s41418-020-00616-832901121PMC7862231

[23] Jin C, Yang L, Xie M, et al. Chem-seq permits identification of genomic targets of drugs against androgen receptor regulation selected by functional phenotypic screens. Proc Natl Acad Sci U S A 2014;111:9235–40. 10.1073/pnas.140430311124928520PMC4078819

[24] Takacs GP, Flores-Toro JA, Harrison JK. Modulation of the chemokine/chemokine receptor axis as a novel approach for glioma therapy. Pharmacol Ther 2021;222:107790. 10.1016/j.pharmthera.2020.10779033316289PMC8122077

[25] Canale FP, Ramello MC, Núñez N, et al. CD39 expression defines cell exhaustion in tumor-infiltrating CD8^+^ T cells. Cancer Res 2018;78:115–28. 10.1158/0008-5472.CAN-16-268429066514

[26] Kurachi M. Cd8+ T cell exhaustion. Semin Immunopathol 2019;41:327–37. 10.1007/s00281-019-00744-530989321

[27] Karin N. Chemokines and cancer: new immune checkpoints for cancer therapy. Curr Opin Immunol 2018;51:140–5. 10.1016/j.coi.2018.03.00429579623

[28] Luo R, Firat E, Gaedicke S, et al. Cisplatin facilitates radiation-induced Abscopal effects in conjunction with PD-1 checkpoint blockade through CXCR3/CXCL10-mediated T-cell recruitment. Clin Cancer Res 2019;25:7243–55. 10.1158/1078-0432.CCR-19-134431506388

[29] Sen T, Rodriguez BL, Chen L, et al. Targeting DNA damage response promotes antitumor immunity through STING-mediated T-cell activation in small cell lung cancer. Cancer Discov 2019;9:646–61. 10.1158/2159-8290.CD-18-102030777870PMC6563834

[30] Lercher A, Bhattacharya A, Popa AM, et al. Type I interferon signaling disrupts the hepatic urea cycle and alters systemic metabolism to suppress T cell function. Immunity 2019;51:1074–87. 10.1016/j.immuni.2019.10.01431784108PMC6926485

[31] Weichselbaum RR, Liang H, Deng L, et al. Radiotherapy and immunotherapy: a beneficial liaison? Nat Rev Clin Oncol 2017;14:365–79. 10.1038/nrclinonc.2016.21128094262

[32] Marciscano AE, Ghasemzadeh A, Nirschl TR, et al. Elective nodal irradiation attenuates the combinatorial efficacy of stereotactic radiation therapy and immunotherapy. Clin Cancer Res 2018;24:5058–71. 10.1158/1078-0432.CCR-17-342729898992PMC6532976

[33] Vanpouille-Box C, Alard A, Aryankalayil MJ, et al. DNA exonuclease TREX1 regulates radiotherapy-induced tumour immunogenicity. Nat Commun 2017;8:15618. 10.1038/ncomms1561828598415PMC5472757

[34] Dewan MZ, Galloway AE, Kawashima N, et al. Fractionated but not single-dose radiotherapy induces an immune-mediated abscopal effect when combined with anti-CTLA-4 antibody. Clin Cancer Res 2009;15:5379–88. 10.1158/1078-0432.CCR-09-026519706802PMC2746048

[35] Byrne A, Savas P, Sant S, et al. Tissue-resident memory T cells in breast cancer control and immunotherapy responses. Nat Rev Clin Oncol 2020;17:341–8. 10.1038/s41571-020-0333-y32112054

[36] Li X, Gruosso T, Zuo D, et al. Infiltration of CD8^+^ T cells into tumor cell clusters in triple-negative breast cancer. Proc Natl Acad Sci U S A 2019;116:3678–87. 10.1073/pnas.181765211630733298PMC6397588

[37] Gordon-Alonso M, Hirsch T, Wildmann C, et al. Galectin-3 captures interferon-gamma in the tumor matrix reducing chemokine gradient production and T-cell tumor infiltration. Nat Commun 2017;8:793. 10.1038/s41467-017-00925-628986561PMC5630615

# Supplementary material for: Targeting KDM4C enhances CD8+ T cell mediated antitumor immunity by activating chemokine CXCL10 transcription in lung cancer
**Source:** J Immunother Cancer. 2022 Feb 4;10(2):e003716. doi: 10.1136/jitc-2021-003716
**Supplement:** Supplementary data

**Figure legends**

**Supplementary Figure S1** KDM4C suppression inhibits the growth of transplanted tumors in C57BL/6 mice. (A) Lewis cells were transfected with a control or shKDM4C lentivirus and analyzed by Western blotting using the indicated antibodies (n=3). (B) Relative expression levels of KDM4C determined by RT-PCR (n=3). (C) Lewis cells stably expressing control or KDM4C shRNAs were seeded in 6-well plates. Cell numbers were counted every other day.  $^{**}P < 0.01$  (n = 3). (D) Representative images of subcutaneous transplanted tumors in each group. (E) The IC50 values of SD70 in Lewis cells were obtained independently at least three times. (F) Western blotting was used to detect the effect of SD70 on KDM4C downstream gene expression (n=3). (G) Lewis cells treated with SD70 (1.5  $\mu$ M) for 24 hours were seeded in 6-well plates. Cell numbers were counted every other day.  $^{**}P < 0.01$  (n = 3). (H) Representative images of tumors in the indicated groups.

**Supplementary Figure S2** Gating strategy for the analysis of tumor-infiltrating immune cells. Dead and live cells were distinguished by labeling with Zombie NIR, while the following antibody combinations were used to distinguish various immune cell populations in the live cell gate: CD8<sup>+</sup> T cells were characterized as CD8<sup>+</sup> CD3<sup>+</sup> CD45<sup>+</sup> cells. The different functional states of CD8<sup>+</sup> T cells were distinguished by the expression of surface molecules such as a proliferation marker (Ki67), cytotoxicity markers (IFN- $\gamma$ , GZMB, Perforin and CD107a) and exhaustion markers (PD-1 and CD39). Treg cells were characterized as FOXP3<sup>+</sup> CD45<sup>+</sup> CD4<sup>+</sup> cells. Dendritic cells were characterized as CD80<sup>+</sup>/CD86<sup>+</sup> CD11c<sup>+</sup> cells. Macrophages were characterized as CD86<sup>+</sup>/CD206<sup>+</sup> F4/80<sup>+</sup> CD11b<sup>+</sup> cells. Gates were established with splenocytes from control group mice.

**Supplementary Figure S3** Analysis of tumor-infiltrating immune cells by flow cytometry. The subcutaneously transplanted tumor experiment was carried out according to the method described in Figure 1A and 1C. A tumor was obtained and prepared into a single-cell suspension, and the composition of infiltrating immune cells in the tumor was analyzed by flow cytometry. (A) CD3<sup>+</sup> T cells, (B) CD4<sup>+</sup> T cells, (C) Treg cells, (D) B cells, (E) dendritic cells, and (F) macrophages.  $P < 0.05$  was considered statistically significant.

**Supplementary Figure S4** Construction of the *in vitro* conditioned culture model. (A) Schematic illustration of the construction process for the *in vitro* conditioned culture model. (B) Verification of the purity of CD8<sup>+</sup> T cells by flow cytometry. Data representative of three independently repeated experiments are shown.

**Supplementary Figure S5** Targeting KDM4C enhances the expression and secretion of CXCL10. (A) The protein levels of CXCL10 were upregulated in KDM4C-depleted Lewis and human lung cancer cell lines (n=3). (B) The content of CXCL10 was measured by ELISA in multiple human lung cancer cell lines (A549, H1299 and H460). \*\* $P < 0.01$ , \*\*\* $P < 0.001$  (n=3).

**Supplementary Figure S6** The STING signal pathway and IFN $\alpha$  are not regulated by KDM4C. (A) A549 and Lewis cells were transfected with indicated siRNAs and analyzed by Western blotting using the indicated antibodies (n=3). (B) ELISA analysis of the exocrine level of IFN  $\alpha$  (JL12191 & JL1203, Jianglai Biological) in A549 and Lewis cells. n. s. indicates no statistically significant difference ( $P > 0.05$ , n = 3).

**Supplementary Figure S7** Safety verification of various combined therapy modes. (A) Representative images of HE staining of the main organs (heart, liver, spleen, lungs and kidneys) of mice receiving the indicated treatment. Scale bar, 50μm; n=5/group. (B) Plasma was obtained from mice in each treatment group, and common peripheral blood biochemical indexes of mice were detected by an MNCHIP automatic biochemical analyzer (Pointcare M4). TP, ALB, GLOB, ALT, ALP, TBIL and CHOL were used to evaluate liver function; BUN, CRE and BUN/CRE were used to assess renal function; CK was used to evaluate cardiac function; AMY was used to evaluate pancreatic function; and no statistically significant changes were observed. The data were standardized by the Z-score, and a clustering heatmap was drawn. Abbreviations: ALB, albumin; TP, total protein; GLOB, globulin; Ca<sup>2+</sup>, calcium cation; Glu, glucose; BUN, blood urea nitrogen; P, inorganic phosphorus; AMY, amylase; CHOL, cholesterol; ALT, alanine aminotransferase; TBIL, total bilirubin; ALP, alkaline phosphatase; CRE, creatinine; and CK, creatine kinase.

| Genes  | Sequences (5'--3')                                     |
|--------|--------------------------------------------------------|
| CXCL5  | F: CTGCCCCCTTCCTCAGTCATA<br>R: CAGACAGACCTCCTTCTGGTT   |
| CXCL10 | F: TCATCCTGCTGGGTCTGAGT<br>R: CCTATGGCCCTCATTCTCACT    |
| CXCL1  | F: CAATGAGCTGCGCTGTCAGT<br>R: CTATGACTTCGGTTTGGGTGC    |
| CXCL2  | F: CTGTCAATGCCTGAAGACCC<br>R: TGGCTATGACTTCTGTCTGGG    |
| CCL20  | F: GAAGCAGCAAGCAACTACGAC<br>R: GTTCACAGCCCTTTTCACCC    |
| CCL2   | F: GCTGACCCCAAGAAGGAATG<br>R: GTGCTTGAGGTGGTTGTGGA     |
| CXCL3  | F: AGTGCCTGAACACCCTACCA<br>R: GAGTGGCTATGACTTCTGTCTGG  |
| KDM4C  | F: TGAAGCAGCAGGTAGCGAGT<br>R: ATGAGCAGAGTGCAGATGGC     |
| GAPDH  | F: AGGTCGGTGTGAACGGATTTG<br>R: TGTAGACCATGTAGTTGAGGTCA |

F, forward primer; R, reverse primer.

**Supplementary Table S1** Sequences of primers used for qRT-PCR.

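Each primer was searched for exact matches in the mouse transcripts of GENCODE M21, which is annotated on GRCm38. The Cxcl10 pair matched Cxcl10 and no other gene, with a product of 106 bases in spliced transcripts and 644 bases in a transcript that keeps introns. The pairs for Cxcl1, Cxcl2, Ccl20, Ccl2, Cxcl3 and Kdm4c each gave a product in their own gene alone, of 113, 104, 189, 188, 102 and 196 bases in that order. The reverse primers for Cxcl2 and Cxcl3 each matched both Cxcl2 and Cxcl3, so the forward primers set these pairs apart. The Cxcl5 reverse primer matched Cxcl5, and the forward primer had 0 exact matches. Both Gapdh primers matched in 44 genes, Gapdh among them, and the product in Gapdh had 123 bases. An exact match to the annotated transcripts does not say how a primer performs in the assay.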

| Genes  | Primer  | Sequences (5'--3')                              |
|--------|---------|-------------------------------------------------|
| CXCL10 | Primer1 | F: TCTGACTTCTGACTTCGTT<br>R: TCTCCAAAGTCAGCCAAT |
|        | Primer2 | F: TGTAACCGAGGGCATTG<br>R: TAAAGCCATTTCCAGACT   |
|        | Primer3 | F: TGCTTTGATTGTCTTCTT<br>R: ACCGGTACACTCCAGGCT  |
|        | Primer4 | F: TCCCTTACTGAGGAGAAA<br>R: GAAACACCAAAGAAACAT  |
|        | Primer5 | F: GAATTTCCCTAAGAGTCCG<br>R: ACGTAACCCTAGCTATCC |

F, forward primer; R, reverse primer.

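On GRCm38, the Cxcl10 gene runs along the minus strand of chromosome 5 from 92348889 down to 92346638. GENCODE M21 annotates 4 transcripts, of which Cxcl10-201 and Cxcl10-202 are protein coding and the other two keep introns. The transcription start site of Cxcl10-201 is at 92348882. Its exon 1 has 129 bases, of which the first 68 are 5′ UTR, and it has 4 exons. Cxcl10-202 starts at 92348889, and its exon 1 has 136 bases. The ChIP primers were designed over the region around the transcription start site drawn in Fig. 3L. Of the 10 primers, the forward primer of Primer1 is the one with an exact match in these 4 transcripts, as the reverse complement of the retained-intron transcript Cxcl10-204. It lies from 92348709 to 92348727, bases 156 to 174 of Cxcl10-201 or 163 to 181 of Cxcl10-202 counted along the gene from base 1 at the start site, within intron 1 of both. The other primers were compared with transcripts only, and the sequence upstream of the start site was not analysed here.

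**Figure D2:**
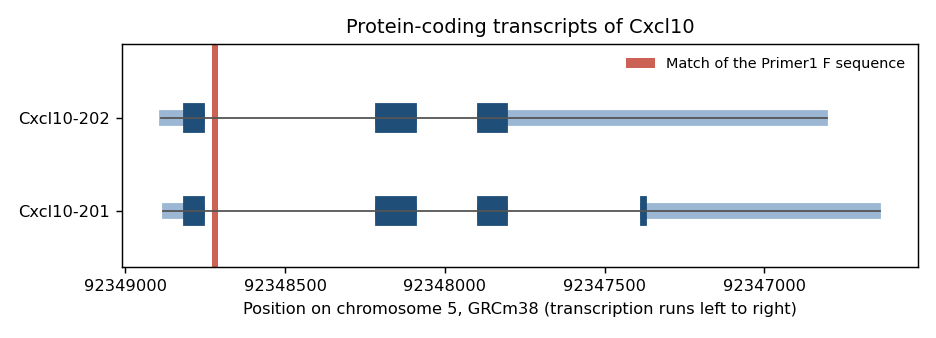
Map of the Cxcl10 gene on chromosome 5 of GRCm38 (position in bases along the horizontal axis), with the exons of the protein-coding transcripts Cxcl10-201 and Cxcl10-202 as boxes and the match of the Primer1 forward primer marked. The match at 92348709 to 92348727 falls in intron 1, just after exon 1.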

**Supplementary Table S2** Sequences of primers used for ChIP-PCR.

How the deposited data were processed for this re-analysis (not part of the article)

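RNA-seq was measured in 6 samples of Lewis mouse lung carcinoma cells, 3 kept for 24 hours with DMSO and 3 with SD70. The groups were taken from the sample labels and the paper's methods. Other experiments of the paper were not analysed here.

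The authors aligned clean reads from the BGISEQ-500 platform to GRCm38.p6 with HISAT and deposited, for each gene and sample, an expected count that was not normalized and need not be whole. The authors also deposited an FPKM value per gene, which is normalized for gene length and library size. The paper's text names no counting tool, no test for differential expression and no filter on low counts for RNA-seq, and its statistics section gives an unpaired t-test for the paper in general. All 16081 listed genes had a count above 0 in at least 1 sample, the lowest sum over the 6 samples being 0.01. Of the gene identifiers, 15978 were found in the RefSeq gene table and 15801 were annotated as protein coding.

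Totals ranged from 15276744 to 17060424 counts per sample, with the values of each sample given beside the result in the text. Precision is limited by 3 samples per group and, for genes with few counts, by counting error. Within a group, no pair of samples differed by as little as sampling noise (chi-square per gene from 2.12 to 4.97), so all 6 were kept as separate replicates. Separate libraries made from the same culture could also differ by more than this, so the test does not show independent cultures. The paper's statistics section states at least 3 independent repeats for all experiments, but its RNA-seq methods do not describe the replicates. If the samples came from the same experiment, the p-values would measure the spread within it.

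Expected counts were rounded to whole numbers. Genes were filtered by edgeR's filterByExpr, normalized by TMM (factors from 0.984 to 1.02) and tested with glmQLFit (robust) and glmQLFTest in edgeR 4.0.16, with R 4.3.3. P-values were adjusted by the Benjamini-Hochberg method over the 11552 genes tested. Genes were called at an adjusted p-value under 0.01 and an absolute log2 fold change of at least 1, after the thresholds in the paper's text and the q-value axis of Fig. 3A. The standard error of a log2 fold change was derived from the quasi-likelihood F statistic. Exact permutation tests compared the normalized counts of the 3 SD70 and 3 DMSO samples of a gene. Over-representation was tested by the hypergeometric test among the genes tested, and the ranked list by fgsea 1.28.0 with 10000 gene permutations. Gene sets were tested with camera in limma 3.58.1, with an inter-gene correlation of 0.01 and log2 CPM made with a prior count of 2. The cytokine and receptor families and 11 gene programmes were lists of symbols. Primers were compared with GENCODE M21 transcripts by exact match.

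The grouping, the tests, the families and programmes, the alternatives and the rule for named genes were chosen before the data were examined, apart from the offsets for GC content and those tests that the closing parts say were chosen later. The text names the listed genes that the paper names, apart from markers of immune cells such as Ki67 and serum measures, the 5 genes with the largest rise and the 5 with the largest fall among called genes with separate groups and a mean normalized count of at least 100, and at most 5 members of each programme or of the families by absolute log2 fold change. The interferon receptors, Ccl7 and the 8 markers of immune cells fall outside this rule or were named after their values were seen.

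The alternatives were DESeq2's size factors in the edgeR fit, all genes with at least 1 count in any sample, genes with at least 10 counts in every sample, the replicate number as a block, leaving out each sample in turn, the Wald test of DESeq2 1.42.0, limma-trend on log2(FPKM + 1) and on log2(FPKM + 0.1), counts pooled within each group, unadjusted p-values, an adjusted p-value under 0.05, no fold change minimum and edgeR's glmTreat. The pairing for the block comes from the replicate numbers 1 to 3 that the sample labels give to both groups. Neither the labels nor the paper say that samples with the same number were handled together.

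The tests were run on simulated data first, in which 200 of the genes were given a log2 fold change of 2 in either direction. All other genes were left unchanged, and the spread between samples was drawn from edgeR's own estimate. The simulation thus says little about calls near the fold change threshold in the real data. edgeR called 199 of the 200 among 11484 genes tested and 0 unchanged genes. DESeq2 and limma each called 198, and edgeR with GC offsets called 198 among 11356. The ranges given for alternatives cover the settings in which the gene or set could be tested. KEGG annotation, the genome sequence upstream of Cxcl10 and genes that were not listed were not used here.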

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

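The tests on the 5 genes with the largest rises, the offsets for GC content and the counts of splits for the gene sets were chosen only after the result was seen.

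The paper does not discuss the genes with the largest rises. Among called genes with a mean normalized count of at least 100, these were Csf2 (log2 fold change 4.46, adjusted p = 1.58e-30 from edgeR), Chac1 (3.88, adjusted p = 1.62e-26), Gdf15 (3.81, adjusted p = 9.32e-08), Atf3 (3.74, adjusted p = 3.72e-29) and Cass4 (3.46, adjusted p = 6.20e-19). In each of the 5 genes all 3 SD70 samples were above all 3 DMSO samples. The largest library total was 1.12 times the smallest, and the smallest of the 5 rises was 11.0-fold. If a few genes took most of the counts, library totals alone and TMM would give different values, and the largest shift in log2 fold change between them was 0.0383. A smooth trend on gene length and GC content over all genes was small at these 5. With it taken off, Csf2 went to 4.36, Chac1 to 3.96, Gdf15 to 3.95, Atf3 to 3.72 and Cass4, the smallest, to 3.52. Of the 5 genes, 0 had a count that was not whole, as reads shared with similar genes would give. RNA from immune cells was examined with 8 marker genes. Ptprc had 0 counts in the DMSO samples and at most 2 in an SD70 sample. Lyz2 had 12, 11 and 15 counts with DMSO and 26, 21 and 15 with SD70 (log2 fold change 0.79, adjusted p = 0.0256 from edgeR). Cd68 fell, with a log2 fold change of -0.48 (adjusted p = 1.21e-04), as did Cd79a with -0.79 (adjusted p = 0.0922). The counts of Coro1a, Csf1r, Fcer1g and S100a8 did not exceed 6 in any sample. Ptprc and Lyz2 thus rose at low counts, against at least 1924 counts of Csf2 in each SD70 sample. Chac1 and Atf3 belong to the targets of ATF4, the transcription factor of the integrated stress response. The other 16 targets tested were higher in 16 of 16 genes, with a median log2 fold change of 1.63 and a p-value from camera of 3.07e-11. Among the splits of the 6 samples that part all same-numbered pairs, 1 of 4 called as many genes, the real one. With 4 splits that share is never under 0.05, so the count decides nothing about these rises. An integrated stress response in cells treated with SD70 is a candidate explanation for the rises of Chac1 and Atf3.

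Several gene sets that the paper does not discuss also rose. The targets of ATF4 had a median log2 fold change of 1.77 (18 of 18 genes higher, adjusted p = 1.03e-11 from limma's camera test over 11 sets). Targets of NF-kB other than chemokines had a median of 1.17 (21 of 22 genes higher, adjusted p = 1.50e-10 from limma). Interferon-stimulated genes had a median of 0.29 (14 of 19 genes higher, adjusted p = 0.0400 from limma). Of the NF-kB targets 12 were called, among them Icam1 with 4, 5 and 6 counts with DMSO and 65, 70 and 65 with SD70, and Traf1 with a log2 fold change of 1.98. Csf2, the first of the large rises given above, is also among these 12 (log2 fold change 4.46), so the 2 results overlap. The list of ATF4 targets includes Atf4 itself, with a log2 fold change of 2.00. Of the interferon-stimulated genes 5 were called, among them Rsad2 with 1, 1 and 3 counts with DMSO and 27, 30 and 36 with SD70, and Isg15 with a log2 fold change of 1.86. CXCL10 is a known target of both pathways, so a rise of either set may accompany that of Cxcl10, and the adjusted p-values of 1.50e-10 and 0.0400 do not separate them. The interferon-stimulated genes had few counts, and over the alternatives their adjusted p-value ranged from 0.00280 to 0.302. A replicate block gave adjusted p-values for the ATF4, NF-kB and interferon-stimulated sets of 5.96e-12, 7.75e-10 and 0.0308. With GC offsets per sample, the medians were 1.76, 1.10 and 0.19 and the 3 sets stayed past an adjusted p-value of 0.05. These p-values rest on the assumed inter-gene correlation of 0.01. With the correlation estimated from the data, 0 of the 11 sets passed and 1 had an unadjusted p-value under 0.05, and the smallest adjusted p-value was 0.138. Of the 4 splits that part all same-numbered pairs, 2 moved as many sets as the real one, 6 of 11. In the split other than the real one, DMSO sample 1 stood with SD70 samples 2 and 3, and the median log2 fold change of the ATF4 targets was -0.58. Splits that mix treated and untreated samples carry part of the treatment effect, and 4 splits cannot give a share under 0.05, so this count decides nothing. By size, the medians of the other 9 of all 10 splits ran from -0.58 to 0.66 for the ATF4 targets and from -0.41 to 0.38 for the NF-kB targets, all nearer to 0 than in the real split.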

How the results depend on the processing

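The number of called genes stayed within 1.5 times 681 in 16 of 19 alternatives, among them DESeq2's size factors (684), all genes with at least 1 count (767), genes with at least 10 counts in every sample (542), the Wald test of DESeq2 (606), log2(FPKM + 0.1) with limma (565) and pooled counts (706). GC offsets per sample, added after the data were seen, gave 604, of which 559 were among the 668 calls tested both ways. With limma on log2(FPKM + 1), 283 genes were called, 202 higher and 81 lower (71.4% higher, against 55.8%). Without a fold change minimum, 5767 were called, 2976 higher and 2791 lower. With glmTreat, 221 were called, 177 higher and 44 lower (80.1% higher). The cause of these shifts was not tested. All 283 and 221 of the smaller lists were among the 681.

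With the replicate number as a block, 692 genes were called, the log2 fold change of Cxcl10 was 3.01 and 6 gene sets passed, as without it. Across the 6 fits that each left out 1 sample, the over-representation of the cytokine and receptor families ranged from 4.37-fold to 5.00-fold and their normalized enrichment score from 2.03 to 2.15. The ranked-list result was lost with camera, which gave the set a median log2 fold change of -0.00709 and a p-value of 0.223. That median with 50 of 100 members higher shows no shift of the set in one direction, while its chemokine ligands rose. Members that move both ways would also give such a median, so it does not show that the others stayed unchanged. Of the other 86 members 18 were called, a 3.55-fold over-representation. With the inter-gene correlation estimated from the data, 0 gene sets passed an adjusted p-value of 0.05 and 1 had an unadjusted p-value under 0.05. The log2 fold changes of the 7 chemokines kept their direction and their call in all alternatives in which they were tested.

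The reversed results all had small values, and the cause was not tested. The log2 fold change of Kdm4c, 0.02, ranged from -0.0237 to 0.0551 across the 6 fits that each left out 1 sample, and was -0.00710 and -0.00763 on log2(FPKM + 1) and log2(FPKM + 0.1) and -0.0795 with GC offsets. That of Usp9x was -0.127 with GC offsets, against 0.04. For the p53 targets, the camera direction was reversed at a median log2 fold change of 0.0517 with all genes, 0.0502 with the replicate block and -0.00544 with GC offsets. Across the 6 fits that each left out 1 sample, the median was between -0.0369 and 0.105, and the direction was reversed in all of them but the fit without SD70 replicate 3, at -0.0369. For the NRF2 targets, these fits gave medians from -0.0610 to -0.0150, and the direction was reversed without DMSO replicate 2 (-0.0610) and without SD70 replicate 2 (-0.0388). Over all results and alternatives, 1223 values kept their direction and side of the threshold, 26 were weaker and 16 were reversed.

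Depth limits the genes with few counts. Ccl3, Ccl4 and Cxcl9 were left out by the filter on low counts, and of these Ccl3 was called higher when all genes with at least 1 count were tested. The log2 fold change of Cxcl10 depends on DMSO counts of 17 to 20.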

Differences from the paper's values

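For the 7 chemokines labelled in Fig. 3A, the plotted log2 fold changes and q-values were compared with those found here. The positions were read by eye with the values found here already known. Of the log2 fold changes, that of Cxcl2 differed by more than its standard error, 2.57 against the paper's about 2.5 in Fig. 3A, read by eye. The log2 fold changes were read to 1 decimal place, so this gap may be reading error. Such a gap cannot tell the alternatives below apart. Of the alternatives set before the data were examined, the fits without DMSO replicate 2, DMSO replicate 3 (2.54) or SD70 replicate 3 (2.55) and limma on log2(FPKM + 1) (2.55) and log2(FPKM + 0.1) (2.56) came within the standard error, and the others did not. GC offsets, chosen after seeing the values, gave 2.49.

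The -log10 q-values in Fig. 3A were larger than the -log10 adjusted p-values from edgeR's quasi-likelihood test. That of Cxcl10 was 15.7 against the paper's about 29 in Fig. 3A, read by eye. For Cxcl5 it was 15.1 against the paper's about 42 in Fig. 3A, read by eye. For Cxcl3 it was 23.2 against the paper's about 110 in Fig. 3A, read by eye. For Cxcl1 it was 21.1 against the paper's about 210 in Fig. 3A, read by eye. Ccl2, Cxcl2 and Ccl20 are drawn at the top of the axis, so no value was read for them. With the Wald test of DESeq2, the values were 31.0, 45.1, 115 and 192 for Cxcl10, Cxcl5, Cxcl3 and Cxcl1, all within 1.5 times the paper's. With all genes of at least 1 count, that of Cxcl1 was 267, also within 1.5 times, while those of the other three were not. None of the other alternatives set before the data were examined closed the gap for any of the 4 genes. For Cxcl1 with pooled counts, the p-value was too small to be computed.

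The paper's text gives 597 differentially expressed genes and 681 were called here, less than 1.5 times as many. The Wald test of DESeq2 called 606, and 3 alternatives set before the data were examined were more than 1.5 times away, limma on log2(FPKM + 1) with 283, no fold change minimum with 5767 and glmTreat with 221.

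The paper's discussion states that the expression of CXCL10 changed most significantly, without naming the assay, and its results give CXCL10 the most notable change in qRT-PCR. In these RNA-seq samples Cxcl10 was the fourth of the 7 chemokines by log2 fold change and 6 of 7 by p-value.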

Other observations

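The tests of GC content, of reads shared between similar genes, of the splits for the ranked list and of Gapdh were chosen only after the result was seen.

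Technical explanations were tested for the whole set of called genes. The group totals overlapped, and after thinning to the smallest total 94.1% of the calls were kept (641 of 681). The share of counts taken by the 10 most counted genes differed between the groups by 0.546 percentage points, 5.55% with DMSO against 5.00% with SD70. Log2 fold change and gene length had a Spearman rho of -0.0168 across genes, which are not independent replicates. Counts that were not whole were rarer among called genes (10.3%) than among the other tested genes (13.2%, Fisher's exact test, p = 0.0258). GC content had a Spearman rho of -0.242 with log2 fold change across genes. The median GC content was 49.2% for genes called higher, 54.5% for genes called lower and 49.5% for genes not called. With GC offsets per sample 604 genes were called, 361 higher and 243 lower, and of the 668 calls tested both ways 559 were called again, 334 higher and 225 lower. Among these 668 genes rho went from -0.307 to -0.158, so among them the offsets took off part of the relation. A GC bias may account for some of the calls. Across all genes rho was 0.00954 with offsets, but the offsets are fitted on GC content, so this value is no test of them. With a smooth trend on gene length and GC content taken off, 532 of the called genes kept an absolute log2 fold change of at least 1. Of the called genes 95.6% had a length and 98.1% a GC value, so the 532 are not to be read against all 681. Genes responding to SD70 that differ in GC content for a biological reason would give the same picture, and the design does not separate these. Of the 4 splits of the 6 samples that part all same-numbered pairs, 1 called as many genes and 1 had as large a normalized enrichment score of the cytokine and receptor families, the real split in both. Each of the other 9 of all 10 splits called 0 genes, with between 29 and 134 genes at an unadjusted p-value under 0.05, against 7351 in the real one. With 4 splits the share is never under 0.05, so the number of splits by itself decides nothing, and the other splits differ from the real one as these counts of genes show.

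KDM4C belongs to a class of oxygenases that use 2-oxoglutarate. An inhibitor that also reached the enzymes of this class that mark HIF for degradation would raise HIF targets. The 25 HIF targets fell instead, with a median log2 fold change of -0.59 and 21 of 25 genes lower (adjusted p = 2.17e-06 from limma's camera test). It was 3.78e-06 with a replicate block, and it ranged from 1.80e-07 to 0.455 over the alternatives, the latter with the inter-gene correlation estimated from the data. Of the targets 7 were called lower, among them Adm with a log2 fold change of -1.76, Ankrd37 with -1.52 and Car9 with -1.42. In these data an activation of HIF was therefore not seen. The cell cycle set (median log2 fold change -0.22, 7 of 25 genes higher, adjusted p = 0.0152 from limma) and the cholesterol synthesis set (median -0.22, 3 of 18 genes higher, adjusted p = 0.0152 from limma) also fell. Their adjusted p-values were 0.0172 and 0.0168 with a replicate block. Over the alternatives they ranged from 0.00323 to 0.302 and from 0.00587 to 0.594, the largest again with the estimated correlation.

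Gapdh is the control gene of the paper's qRT-PCR. It fell from 87576 ± 3734 normalized counts with DMSO to 66894 ± 3728 with SD70 (SD, n = 3 each), a log2 fold change of -0.39 (standard error 0.0497, adjusted p = 2.89e-08 from edgeR), with every SD70 sample below every DMSO sample. Over 14 alternatives it lay between -0.43 and -0.36. Normalization was tested with DESeq2's size factors and with FPKM, and the largest adjusted p-value was 2.62e-05. The HIF targets, among which Gapdh was not listed, fell with a p-value from camera of 5.93e-07, so the fall of Gapdh may belong with theirs. The count of Gapdh was not whole in 5 samples, so the fall cannot be told apart from a change in how reads were shared with similar genes. No effect on the qRT-PCR values was tested.

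The paper reports proteins of the STING and interferon pathways after KDM4C knockdown, which is another condition. In the SD70 samples, Tmem173, the gene of STING, had a log2 fold change of -0.24 (adjusted p = 0.00159 from edgeR), Irf3 of 0.34 (adjusted p = 2.67e-04), Tlr3 of 0.36 (adjusted p = 0.00418) and Mavs of 0.10 (adjusted p = 0.127). Across 14 alternatives, 2 or 3 of these genes had an adjusted p-value under 0.01. That of Tlr3 was 0.01 or more in 7 of the 14. Ifnb1 and Ifna2 were left out by the filter on low counts, and had an adjusted p of 0.472 each in the edgeR fit of all genes with at least 1 count.

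Other genes of the KDM4 family changed where Kdm4c did not. Kdm4a had a log2 fold change of 0.95 (standard error 0.0605, adjusted p = 5.33e-14 from edgeR), between 0.86 and 1.01 over 14 alternatives, and Kdm4b of -0.65 (standard error 0.0620, adjusted p = 4.08e-11 from edgeR), between -0.70 and -0.49. Kdm3a and Kdm7a, other JmjC demethylases, had -0.69 and -0.74. Kdm3a is also a member of the HIF targets above, so its fall counts in both sets. The 13 JmjC demethylases tested did not move as a set (median log2 fold change -0.14, adjusted p = 0.160 from limma). Cd274, which encodes PD-L1, had 126 ± 10.2 normalized counts with DMSO and 190 ± 15.4 with SD70 (SD, n = 3 each), a log2 fold change of 0.59 (adjusted p = 3.19e-05 from edgeR), under the fold change threshold. Tgfb2 (0.53, adjusted p = 0.158), Atm (0.16, adjusted p = 0.0153), Chek2 (-0.13, adjusted p = 0.239) and Usp9x (0.04, adjusted p = 0.503) did not pass an adjusted p-value of 0.01. No explanation was tested for these values.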
